# Optogenetic induction of mechanical muscle stress identifies myosin regulatory ubiquitin ligase NHL-1 in *C. elegans*

**DOI:** 10.1038/s41467-024-51069-3

**Published:** 2024-08-11

**Authors:** Carl Elias Kutzner, Karen Carolyn Bauer, Jan-Wilm Lackmann, Richard James Acton, Anwesha Sarkar, Wojciech Pokrzywa, Thorsten Hoppe

**Keywords:** Ubiquitin ligases, Chaperones, Proteasome, Optogenetics

## Abstract

Mechanical stress during muscle contraction is a constant threat to proteome integrity. However, there is a lack of experimental systems to identify critical proteostasis regulators under mechanical stress conditions. Here, we present the transgenic *Caenorhabditis elegans* model OptIMMuS (Optogenetic Induction of Mechanical Muscle Stress) to study changes in the proteostasis network associated with mechanical forces. Repeated blue light exposure of a muscle-expressed *Chlamydomonas rheinhardii* channelrhodopsin-2 variant results in sustained muscle contraction and mechanical stress. Using OptIMMuS, combined with proximity labeling and mass spectrometry, we identify regulators that cooperate with the myosin-directed chaperone UNC-45 in muscle proteostasis. One of these is the TRIM E3 ligase NHL-1, which interacts with UNC-45 and muscle myosin in genetic epistasis and co-immunoprecipitation experiments. We provide evidence that the ubiquitylation activity of NHL-1 regulates myosin levels and functionality under mechanical stress. In the future, OptIMMuS will help to identify muscle-specific proteostasis regulators of therapeutic relevance.

## Abstract (web summary)

Mechanical stress during muscle contraction constantly threatens the proteome. Here, Kutzner *et al*. present the OptIMMuS model and identify the TRIM E3 ligase NHL-1 to regulate myosin levels and function upon mechanical stress.

## Introduction

Muscle is composed of sarcomeres, which contain parallel myosin (thick) and actin (thin) filaments that are essential for contraction. Mechanical stress from repeated contractions can damage these proteins, disrupting their structure and function^1^. Ultimately, mechanical stress leads to muscle fatigue, reduced healing capacity, and potentially muscle disease^2–6^.

Proteostasis in muscle is mediated by specialized protein folding and degradation mechanisms that are tightly coordinated by regulatory factors^7–9^. The Hsp90 co-chaperone UNC-45 regulates the folding and insertion of myosin motor proteins into the growing sarcomere during development^10–13^. UNC-45 was first shown to be required for myofilament lattice assembly in the nematode *C. elegans* and is conserved in other organisms, including humans^14,15^. In *C. elegans*, UNC-45 localizes to myosin in mature myofilaments^16,17^, and temperature-sensitive (ts) missense mutations in UNC-45 result in paralysis or an ‘uncoordinated’ phenotype at the restrictive temperature, along with disorganized myofilaments, reduced muscle myosin levels, and atrophy^11,18^. In zebrafish, muscle-expressed Unc45b shuttles from sarcomere boundaries to myofilaments after myofiber damage induced by cell membrane wounding, cold shock, or heat shock^19^. In humans, we have recently identified pathogenic variants in the *UNC45B* gene that cause a childhood-onset progressive myopathy^20^. Taken together, these data suggest that UNC-45 supports proteostasis not only during muscle development but also after muscle injury.

The ubiquitin–proteasome system (UPS) plays a key role in the degradation of misfolded and aggregated proteins, and UNC-45 has been shown to promote the ubiquitin-dependent degradation of misfolded or non-functional myosin^21,22^. *C. elegans* overexpressing UNC-45 have reduced myosin protein levels and decreased motility, both of which can be partially rescued by inhibiting the proteasome^21^. In addition, *C. elegans* with missense mutations in myosin (*unc-54*) and *unc-45* display increased expression of the proteasomal subunit *rpt-3*, along with myosin misfolding and atrophy^22,23^. UNC-45 protein levels are negatively regulated by a ubiquitylation complex of the E3 ligases CHN-1/CHIP and UFD-2 with the ubiquitin-selective segregase CDC-48/p97^24,25^. Accordingly, *chn-1*, *ufd-2* and *cdc-48* mutations can partially rescue the reduced motility of *unc-45* mutants but not myosin (*unc-54*) mutants in *C. elegans*^25,26^. In mammals, several E3 ligases, such as the F-box proteins Atrogin-1/MAFbx, MUSA1/Fbxo30, and Fbxo21, and the TRIM proteins TRIM63/MuRF1, TRIM54/MuRF3, and TRIM32, are involved in quality control and degradation of myosin and other sarcomeric proteins in various catabolic conditions, such as disuse atrophy and recovery, cancer cachexia, and muscular dystrophy^27–30^.

Notably, the roles of UNC-45, myosin-directed E3 ligases, and the UPS in contraction-induced mechanical stress during homoeostasis are incompletely understood. To identify factors and mechanisms that respond to mechanical stress in muscle, we established OptIMMuS (Optogenetic Induction of Mechanical Muscle Stress), a novel optogenetic model to induce sustained contractions in *C. elegans* body wall muscle. The significant anatomical and genetic similarities between *C. elegans* body wall muscle and human skeletal and cardiac muscle facilitate the transferability of findings^31,32^. Here, we use a muscle-expressed *Chlamydomonas rheinhardii* channelrhodopsin-2 (ChR2) variant to repeatedly trigger sustained muscle contractions upon blue light exposure. We combined our transgenic model with an in vivo proximity labelling assay to identify regulators of muscle proteostasis during mechanical stress. Using OptIMMuS, we discovered the E3 ligase NHL-1 as a regulator of UNC-45 and myosin/UNC-54 and provide evidence that the ubiquitylation activity of NHL-1 affects the levels and functionality of misfolded myosin.

## Results

### OptIMMuS triggers sustained muscle contraction in *C. elegans*

To systematically uncover responses to prolonged mechanical stress in muscle, we engineered worms with light-inducible muscle contractions. Specifically, we generated transgenic *myo-3p*::ChR2(C128S;H134R) *C. elegans* that stably express a light-gated ChR2 gain-of-function variant^33^ in body wall muscle (Fig. 1a–d). The ChR2(C128S;H134R) variant was selected because it promotes sustained muscle contraction in worms exposed to blue light (450–490 nm) in the presence of the cofactor all-*trans* retinal (ATR)^34^ and significantly reduces worm body length and motility for approximately 15 min^33^ (Fig. 1a, Supplementary Fig. 1a, Supplementary Movie 1). Worms without ATR supplementation served as a negative control, as the expressed ChR2 protein is non-functional (Fig. 1b)^35^. As additional controls, worms supplemented with or without ATR were kept in the dark. To repeatedly trigger sustained muscle contraction in large-scale experiments, synchronized worm populations were treated with varying numbers of consecutive 5-s light pulses interrupted by 20-min dark recovery phases in a customized incubator equipped with programmable blue LED lights (455 nm, Fig. 1c, d). The sustained contractions resulting from ATR treatment and 10 5-s blue light pulses caused vulval rupture with ejection of eggs and germline tissue in approximately 30–40% of transgenic worms (Fig. 1d, e, Supplementary Fig. 1b). During sample collection and before any downstream analyses, these ruptured animals were removed by sedimentation in M9 buffer, as they did not settle and could be discarded with the supernatant. Furthermore, a single 5-s pulse of blue light reduced the mean worm body length to 70.8% compared to control worms (not supplemented with ATR) (Fig. 1f) and caused partial to complete paralysis (Supplementary Movie 1). Thus, our novel OptIMMuS transgenic model can be used to trigger sustained muscle contraction in *C. elegans* with an intensity that exceeds voluntary muscle movement.

**Fig. 1:**
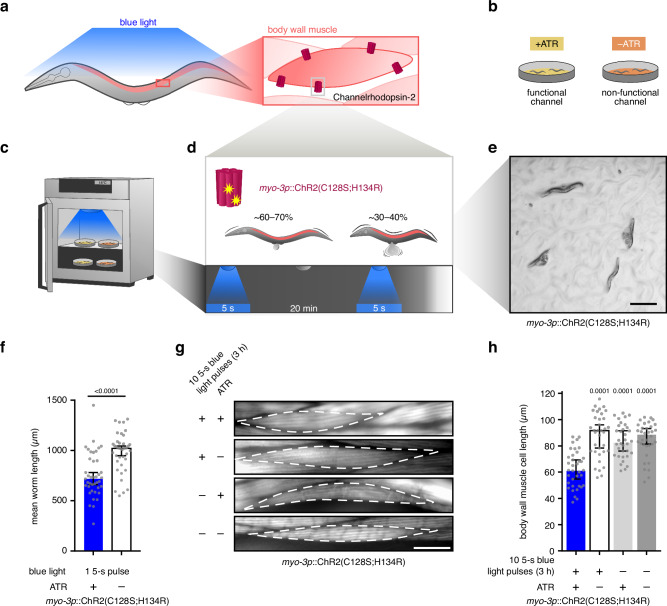
OptIMMuS triggers sustained muscle contraction in *C. elegans*. **a** Transgenic worms express *Chlamydomonas rheinhardii* channelrhodopsin-2 (ChR2) in body wall muscle (BWM) cells enabling muscle contraction upon blue light exposure. **b** ChR2 is rendered functional by supplementing the rhodopsin cofactor all-*trans* retinal (ATR), while worms without supplementation of the cofactor serve as control, since the expressed channel remains non-functional. **c** An incubator was equipped with programmable blue LED lights (455 nm) for simultaneous treatment of synchronized worm populations in large-scale experiments at defined time points. As additional controls, worms supplemented with or without ATR are kept in the dark in the same incubator. **d** Transgenic worms expressing the ChR2(C128S;H134R) variant with slow closure kinetics are treated with varying numbers of consecutive 5-s blue light pulses interrupted by 20-min dark recovery phases to repeatedly trigger sustained contractions that paralyse the worms and rupture approximately 30–40% of the individuals. **e** Bright-field light micrograph of ChR2(C128S;H134R)-expressing worms on ATR after a single 5-s blue light pulse. Scale bar: 500 µm. **f** Bar graphs of mean body lengths of 40 individual worms showing sustained worm body contraction after a single 5-s blue light pulse. Values are median (*n* = 40) with 95% CI; *p*-value compared to control without ATR in two-tailed unpaired Student’s t-test. **g** Fluorescence micrographs of rhodamine-phalloidin-stained BWM cells in worms after 10 5-s blue light pulses interrupted by 20-min dark recovery phases. A single BWM cell is outlined with an interrupted white line. Scale bar: 20 µm. **h** Individual BWM cell lengths measured tip-to-tip from images obtained as described in **g** quantifying BWM cell contraction. Values are median (*n* = 36, 35, 34 and 34 cells, left to right, in a total of *n* = 12 animals imaged in *n* = 3 independent experiments) with 95% CI; *p*-values compared to treatment in one-way ANOVA and Dunnett’s multiple comparisons test. Source data are provided as Source Data file.

To examine muscle integrity after sustained muscle contraction, we used phalloidin to stain F-actin-containing sarcomeric thin filaments in body wall muscle cells. Briefly, worms were treated with 10 5-s blue light pulses interrupted by 20-min dark recovery phases, fixed with paraformaldehyde immediately after the last pulse, and compared to control worms without ATR supplementation or without blue light exposure. We observed a 20% decrease in the tip-to-tip length of body wall muscle cells in worms with induced, sustained contractions compared to controls (Fig. 1g, h, Supplementary Fig. 1c). Thus, body wall muscle cells do not regain their full resting length after OptIMMuS-triggered contractions. Notably, body wall muscle cells retained their length in *myo-3p*::ChR2(C128S;H134R) control worms treated with ATR without repeated blue light exposure (Fig. 1h). Exposure to white laboratory light during sample collection can also trigger the functional channel, but this contraction is less intense and does not incur the sustained effects of repeated exposure to blue light pulses. We conclude that the repeated sustained contractions of individual body wall muscle cells and sarcomeres induced by OptIMMuS compromise cell length recovery and overall muscle integrity.

### OptIMMuS-triggered sustained contractions induce multiple stress phenotypes

To further characterize the OptIMMuS-induced mechanical stress responses in muscle, we examined the body wall muscle by transmission electron microscopy (TEM). We observed diffuse dense body-to-actin transition zones in some longitudinal sections of worms treated with ATR and 10 5-s blue light pulses compared to control worms without ATR supplementation but otherwise no apparent disruption of sarcomeric structure (Fig. 2a). The subtle impact of contractions on the muscle sarcomere may be due to the oblique arrangement and dynamic crystalline structure of the sarcomere in *C. elegans*, presenting challenges for exact cross-sectional alignment and detailed imaging of the sarcomere^31,36^. We however observed striking effects of sustained contractions on cytoplasmic organelles, such as autophagosomes, the nucleus, and mitochondria in transverse body wall muscle sections (Fig. 2b). For example, the number and size of mitochondria per body wall muscle cell changed in cross-sections of OptIMMuS-treated worms compared to control worms without ATR supplementation (Supplementary Fig. 2a, b). Using the transgenic reporter *myo-3p*::TOMM-20-mKate, which fluorescently labels mitochondria in body wall muscle, fragmentation of the mitochondrial network was observed in worms treated with ATR and 10 5-s blue light pulses (Fig. 2c). In addition, we observed an increased number of autophagosomes after sustained contractions in TEM consistent with removal of damaged mitochondria by mitophagy^9,37^ (Supplementary Fig. 2c, example mitophagosome in Fig. 2b). Taken together, although we cannot exclude that some of these changes reflect prolonged calcium influx through the channelrhodopsin, these data demonstrate multiple cellular stress phenotypes in body wall muscle cells in response to optogenetically triggered repeated sustained contractions.

**Fig. 2:**
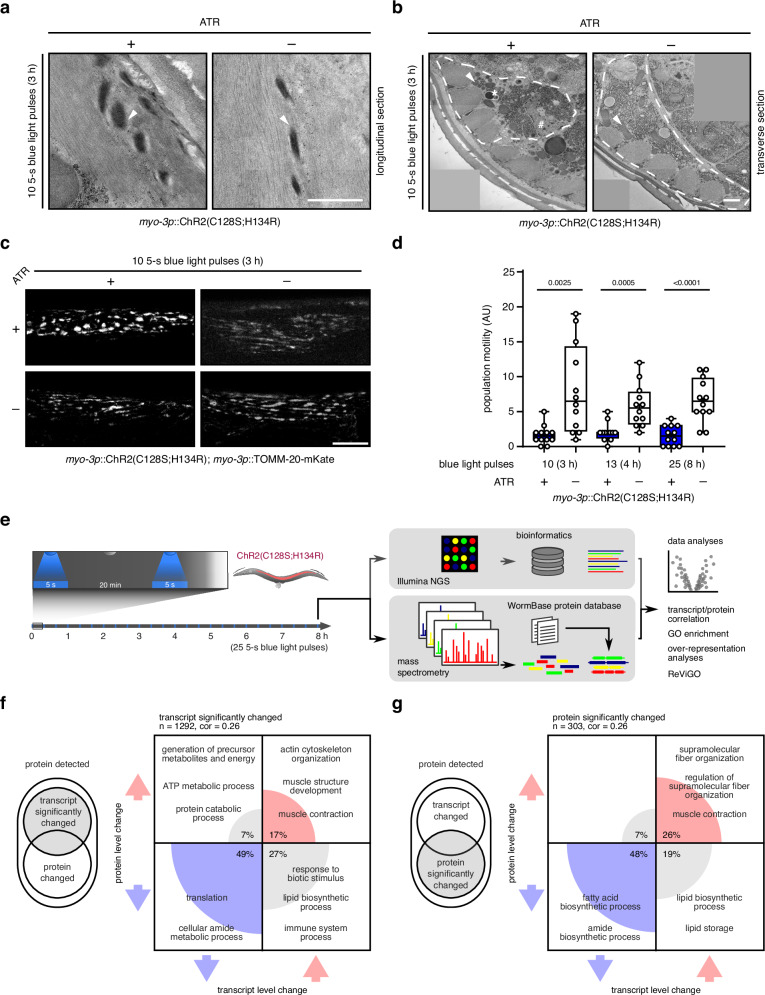
OptIMMuS-triggered sustained contractions stress muscle cells, elicit fatigue, and rewire the transcriptome and proteome. **a** TEM micrographs of longitudinal sections of body wall muscle (BWM) of a worm treated with ATR and 10 5-s blue light pulses compared to control without ATR. White arrowhead: dense body-thin filament transition zone. Scale bar: 1 µm. **b** TEM micrographs of transverse sections of BWM as in **a**. A single BWM cell is outlined with an interrupted white line. White arrowhead: typical mitochondrion. White asterisk: example mitophagosome. White hash: nucleus. Scale bar: 1 µm. In **a** and **b**, representative images are shown out of *n* = 22 and 19 cells (left to right) imaged in *n* = 2 individual worms per condition. **c** Fluorescence micrographs of TOMM-20::mKate-labelled mitochondria in BWM cells of worms treated as in **a** and control worms without ATR or without blue light exposure. Scale bar: 10 µm. **d** Population motility counts are decreased in the 1-h recovery phase following the indicated OptIMMuS treatments compared to control without ATR. Box plots indicate median (middle line), mean (plus sign), 25th, 75th percentile (box) and minimum to maximum (whiskers) as well as all individual data points. *n* = 3 independent measurements of 30 worms per plate were combined in the analysis; *p*-values compared to control in two-tailed paired Student’s t-test. **e** Parallel collection and analysis of the transcriptome and proteome of worms after 25 5-s blue light pulses. **f**, **g** Proportions of transcript/protein pairs regulated in the same (both up [red] or both down [blue]) or opposite (grey) directions in response to OptIMMuS treatment described in **e**. Correlations calculated between transcript and protein log2-fold changes of significantly regulated transcript/protein pairs, where either the transcript (**f**) or the protein (**g**) is significantly regulated (*p*-value ≤ 0.05 from DESeq2 for transcripts and from two-tailed Student’s t-test for proteins), regardless of whether the associated protein or transcript is also significantly regulated. The highest enriched Biological Process GO terms identified in over-representation analyses (ORA) are given for each quadrant. Source data are provided as Source Data file; and transcriptomics/proteomics comparison and quadrant ORA source data in Supplementary Data 1, 2, and 3.

To monitor whole organism energy expenditure, we measured the motility of a population of worms in the immediate 1-h recovery phase after OptIMMuS treatment. We exposed *myo-3p*::ChR2(C128S;H134R) worms to 10, 13, or 25 5-s blue light pulses interrupted by 20-min dark recovery phases, removed worms with vulval rupture due to OptIMMuS treatment, and performed ARENA WMicrotracker analysis. The number of worms on the corresponding control plates was matched prior to the ARENA analysis. Population motility was dramatically reduced in worms recovering from OptIMMuS treatment compared to control worms without ATR supplementation (Fig. 2d, see also velocity data of individual worms in Supplementary Fig. 1a and repeated light stimulation in Supplementary Movie 2). We propose that this fatigue phenotype observed during the initial recovery period is a consequence of exhausted energy production in the morphologically abnormal mitochondria observed in the body wall muscle cells of OptIMMuS-treated worms.

To define the organismal stress responses induced by OptIMMuS, we performed whole worm transcriptomics and proteomics experiments. 

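For the transcriptomics, poly(A)-enriched mRNA of whole worms was sequenced in 4 conditions, with 4 libraries per condition. Worms were given 25 blue light pulses of 5 s each, with 20 min of darkness after each pulse over a total of 8 h at 18 °C, or were kept in the dark, each with 0.1 mM all-trans retinal (ATR, the cofactor of the light-gated channel) or without it. Light plus ATR is the OptIMMuS treatment. Light minus ATR, dark plus ATR and dark minus ATR are its controls. The authors aligned the reads with STAR and estimated counts per gene with salmon in the nf-core RNA-seq pipeline, against WBcel235 with an Ensembl annotation. The deposited values are these estimated counts without normalization, for 46904 genes and 92 ERCC spike-in sequences. Between 21266999 and 25416073 counts per library lay on genes in light plus ATR (median 25003428), and between 19859400 and 29379938 in light minus ATR (median 21560670). The range was 25804736 to 32374032 in dark plus ATR (median 29927779) and 19264325 to 28704269 in dark minus ATR (median 21586153). Neither the sample labels nor the paper's text names a sequencing or library batch.
The counts were rounded to whole numbers, and genes with too few counts for a test were removed with edgeR's filterByExpr function, which left 15044 genes. All 16 libraries were scaled by the TMM method and fitted together with one coefficient per condition, and conditions were compared by the quasi-likelihood F test. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. Expression is given as CPM, edgeR's counts relative to the scaled library size. For measures with one value per library, a two-sided exact permutation test of 4 libraries against 4 cannot give a p below 0.0286.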

We took advantage of our large-scale setup and collected samples from populations of synchronized worms after repeated, sustained contractions by 25 5-s blue light pulses interrupted by 20-min dark recovery phases (total treatment time of 8 h) for both omics approaches in parallel (Fig. 2e). We integrated mass spectrometry-identified proteins, referenced against a custom-built *C. elegans*-specific protein database based on the nematode online repository WormBase, with polyA-enriched and sequenced mRNA transcripts and found that protein changes largely mirrored transcript changes. 

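Each of the 303 entries of Supplementary Data 2 pairs a protein with its transcript. The transcript's log2 fold change in light plus ATR against light minus ATR was computed from the counts, while the protein's log2 fold change is the paper's, since the counts hold transcripts alone. The transcript and the protein moved in the same direction in 74.6% of the entries. Across genes, Pearson's r was 0.268 (permutation test, p = 2.2e-04) and Spearman's rho 0.428 (permutation test, p = 1e-05, the smallest that 100000 permutations can give), both two-sided. Genes are not independent replicates, so these p-values describe the list and not a wider set of genes. Changes were small on both levels, with a median absolute log2 fold change of 0.15 for transcripts and 0.33 for the paper's proteins. Restricting the list to transcripts with an adjusted p under 0.05 moved Pearson's r most, to 0.561. With each library left out in turn, r lay between 0.257 and 0.273. In the 884 entries of Supplementary Data 1 that could be read, r was 0.279. In that list, chosen by the transcript change, the median absolute changes were in the other order, 0.17 for transcripts and 0.15 for proteins.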

Filtering for significantly altered transcripts (*p*-value ≤ 0.05) identified 1292 transcripts (Fig. 2f, Supplementary Data 1), and filtering for significantly altered proteins (*p*-value ≤ 0.05) identified 303 proteins (Fig. 2g, Supplementary Data 2). 

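Of the 15044 genes tested, 4651 had an unadjusted p at or under 0.05 for light plus ATR against light minus ATR, where 752 would pass by chance if no gene had changed. Among the alternatives, scaling by ERCC spike-in counts moved this number most, to 3185. All entries of Supplementary Data 2, which belong to 301 genes, had a tested transcript, and 177 of these transcripts passed the unadjusted threshold. After Benjamini-Hochberg adjustment over all genes tested, 129 passed, of which 74 were lower and 55 higher in light plus ATR. The available copy of Supplementary Data 1 ends after 884 of the paper's 1292 transcripts. In that part, which belongs to 873 genes, 762 entries passed at the unadjusted threshold and 487 after adjustment (331 lower and 156 higher). The study chose both lists on these worms, so the numbers that pass within them are not independent evidence.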

For both filtering strategies, we separated parallel and anti-parallel transcript and protein changes into four quadrants and performed over-representation analyses (ORA) for biological process gene ontology (GO) terms on the hits assigned to these quadrants (Supplementary Data 3). 

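Sorting the entries of Supplementary Data 2, a list chosen by the protein change, by the sign of both changes gave smaller transcript than protein changes in each quadrant. Where both fell, the median log2 fold change was -0.12 for the transcripts and -0.32 for the paper's proteins. Where both rose, the medians were 0.27 and 0.35. For entries with a higher transcript and a lower protein, they were 0.10 and -0.52, and for those with a lower transcript and a higher protein -0.12 and 0.32. Many transcripts therefore sit close to 0, and their quadrant depends on how the libraries are scaled. Scaling by library totals in place of TMM shifted the median of all genes from 0.01 to 0.08 and moved entries from the quadrants with a lower transcript to those with a higher one.

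**Figure D1:**
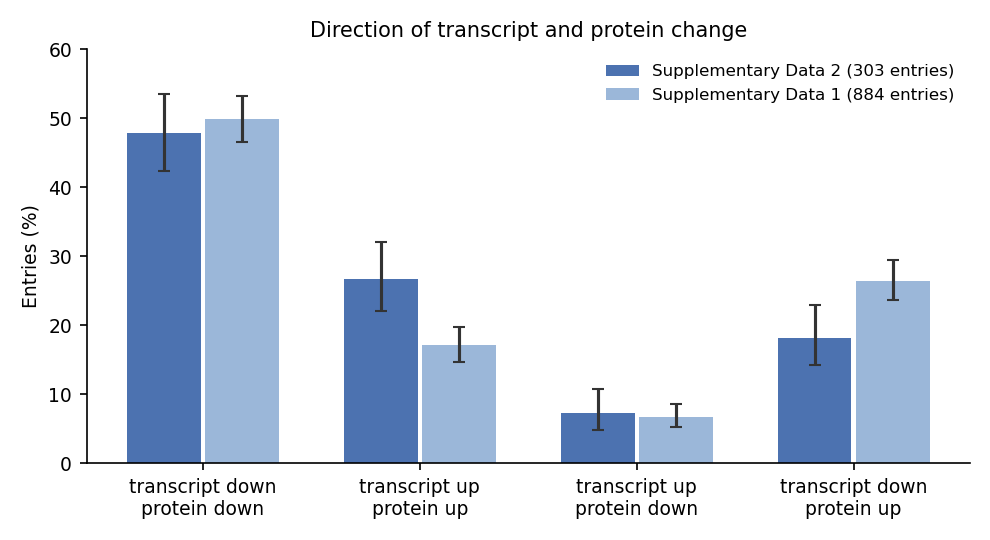
Percent of the entries of Supplementary Data 2 (303 entries) and of the part of Supplementary Data 1 that could be read (884 entries) in each quadrant, by the direction of the transcript change computed from the counts and of the paper's protein change, with 95% Wilson confidence intervals. In both lists the quadrant with a lower transcript and a lower protein is the largest.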

Approximately 49% of altered transcripts and 48% of altered proteins were decreased at both transcript and protein levels and represented biosynthetic processes such as translation, peptide biosynthesis, and fatty acid biosynthesis (Fig. 2f, g), consistent with general transcriptional and translational attenuation during proteotoxic stress^38^. In contrast, approximately 17% of the altered transcripts and 26% of altered proteins were elevated at both the transcript and protein levels and represented cytoskeleton-, muscle fibre-, and contraction-related biological processes, suggesting that muscle fibre transcripts and proteins are spared from downregulation. 

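Transcript and protein both fell in 145 of the 303 entries of Supplementary Data 2, or 47.9% (95% Wilson confidence interval 42.3 to 53.5%), and in 441 of the 884 readable entries of Supplementary Data 1, or 49.9% (46.6 to 53.2%). Wilson intervals cover counting error alone. Scaling by library totals lowered the share in Supplementary Data 2 to 38.0%. In this quadrant, 58 transcripts had an adjusted p under 0.05.
The translation term that the paper lists for this quadrant of Supplementary Data 2 holds 26 genes, with a median log2 fold change of -0.11. Of these, 6 were lower with an adjusted p under 0.05 over all genes tested and 8 when adjusted over the list alone. Its strongest member was erfa-1 (WBGene00020269, chromosome V from 6434128 to 6436402 of WBcel235), the gene of a translation release factor. It had 307 ± 1.97 CPM in light plus ATR and 358 ± 17.3 in light minus ATR (SD, n = 4 each), a log2 fold change of -0.22 (standard error 0.05, adjusted p = 0.00176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The initiation factor gene eif-3.K, which shares exon positions with mpst-7, fell by 0.22 on the log2 scale. The mitochondrial ribosomal protein gene mrps-9 fell by 0.15, and its call was lost in 6 of the 8 fits that each left out one library.
The 7 genes of the fatty acid biosynthesis term had a median log2 fold change of -0.29, and 4 were lower over all genes tested and 6 when adjusted over the list alone. The short-chain dehydrogenase gene dhs-25 (WBGene00000988, chromosome X from 1486532 to 1489326) fell from 129 ± 6.3 CPM in light minus ATR to 44.5 ± 5.94 in light plus ATR (SD, n = 4 each). Its log2 fold change was -1.53 (standard error 0.08, adjusted p = 3.44e-10 from the same test) and stayed between -1.61 and -1.48 with each library left out. The genes art-1 and let-767 fell by 0.34 and 0.29 on the log2 scale.
Wider gene sets, listed by gene name, moved less evenly. The cytosolic ribosomal protein genes fell slightly, with 79 of 81 members lower and a median log2 fold change of -0.11, but only 3 members had an adjusted p under 0.05. Their mean log2 CPM per library fell by 0.10, with overlap between the groups (exact permutation test, p = 0.114). For translation initiation and elongation factors, 38 of 39 members were lower, and the mean fell by 0.11 without overlap between the libraries (exact permutation test, p = 0.0286, or 0.0731 adjusted over 23 sets), a separation lost under library totals (-0.0402, p = 0.286, exact) and ERCC scaling (-0.0702, p = 0.4, exact). The means of the aminoacyl-tRNA synthetase genes (-0.08, p = 0.114) and of the mitochondrial ribosomal protein genes (-0.09, p = 0.0857, exact permutation tests) overlapped between the groups. Once the trend with exon length was removed, the latter fell by 0.126 without overlap (p = 0.0286, exact), while the former still overlapped (-0.102, p = 0.0857, exact). Scaling by library totals brought the medians of these 4 sets to between -0.04 and -0.02 without changing their sign. The fatty acid and lipid synthesis genes, 14 of which are in Supplementary Data 2, went both ways, with 16 of 30 lower, and their median of -0.02 turned to 0.05 under library totals and 0.02 under ERCC scaling. Their mean fell by 0.05 with overlap between the groups (exact permutation test, p = 0.0571), by 0.0611 against the 12 controls (p = 0.00385, exact) and by 0.081 once the trend with exon length was removed (p = 0.0286, exact), but it turned to 0.0184 under library totals (p = 0.571, exact).
By limma's camera test with a preset correlation of 0.01, 14 of the 23 sets had an adjusted p under 0.05. With the fry test 15 sets passed, and 11 of the camera calls held, all but those of the cytosolic ribosomal protein, aminoacyl-tRNA synthetase and sperm sets. With a correlation estimated from the data no set passed after adjustment, and 6 passed at an unadjusted p under 0.05. The text therefore gives exact tests on library means.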

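Transcript and protein both rose in 81 entries of Supplementary Data 2, or 26.7% (95% Wilson confidence interval 22.1 to 32%), and 47 of these transcripts had an adjusted p under 0.05. In the readable part of Supplementary Data 1 the share was 17.1% (14.7 to 19.7%, 151 entries). All 18 genes that the paper lists for muscle contraction among the altered transcripts were higher in light plus ATR, with a median log2 fold change of 0.20. Of these, 12 passed over all genes tested and 18 when adjusted over the list alone. Of the 6 listed among the altered proteins, 4 passed over all genes tested and 6 when adjusted over the list alone. The smallest p among them was that of unc-89 (WBGene00006820, chromosome I from 4035702 to 4090885), the gene of a giant sarcomere protein. Its expression rose from 139 ± 15.7 CPM in light minus ATR to 206 ± 6.3 in light plus ATR (SD, n = 4 each). The log2 fold change was 0.57 (standard error 0.06, adjusted p = 1.35e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 0.52 and 0.63 with each library left out. The troponin T gene mup-2 rose by 0.30, the tropomyosin gene lev-11 by 0.24 and the kettin gene ketn-1 by 0.36 on the log2 scale. For tni-4, a troponin I gene that shares exon positions with Y59E9AL.36, the rise was 0.32.
A set of 48 body wall muscle and sarcomere genes listed by name, 14 of which are in Supplementary Data 2, had a median log2 fold change of 0.23. Of its members 42 were higher, 32 of them with an adjusted p under 0.05, and 2 were lower past that threshold. The mean log2 CPM of the set per library was higher by 0.27 in light plus ATR than in light minus ATR (exact permutation test, p = 0.0286) and by 0.28 than in the 12 control libraries (exact permutation test, p = 5.49e-04, the smallest possible), with no overlap in either case. The rise was not limited to muscle. Intestine genes rose by 0.30 and neuron genes by 0.13 (exact permutation test, p = 0.0286 for each), and pharyngeal muscle genes by 0.27 (p = 0.0571, exact permutation test). The difference of the muscle and intestine changes was -0.03 (exact permutation test, p = 0.486) and that of the muscle and pharyngeal changes -0.00427 (p = 0.943). The muscle genes rose more than the neuron genes, by 0.14 (exact permutation test, p = 0.0286), than the germline and oocyte genes, by 0.34, and than the cytosolic ribosomal protein genes, by 0.37 (p = 0.0286 for each). Hypodermis genes varied more between libraries, with a change of the mean of 0.14 (exact permutation test, p = 0.371) and a median of -0.06 that turned to 0.02 under library totals. From the rise of muscle and cytoskeleton terms against the fall of biosynthetic ones, the paper proposes that muscle fibre transcripts and proteins are spared from downregulation.

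**Figure D2:**
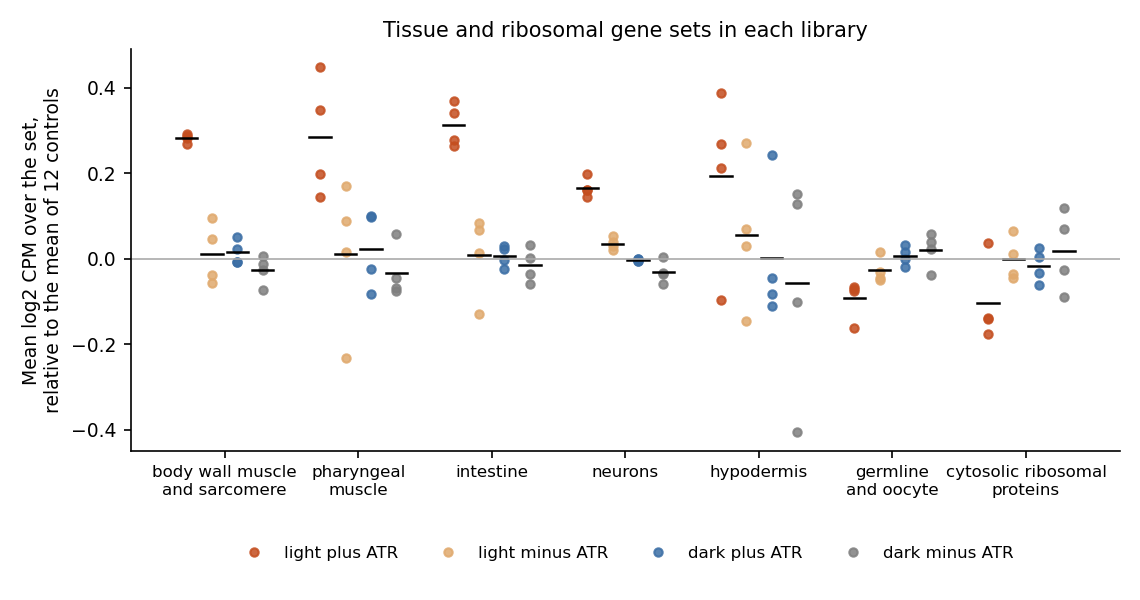
Mean log2 CPM over the genes of each set in each library, minus the mean of the 12 control libraries, with points for libraries, colours for conditions and lines for condition means (n = 4). The light plus ATR libraries lie above all controls for body wall muscle, intestine and neurons and below all controls for germline and oocyte genes, a fall that under scaling by library totals shrank to -0.0121 (exact permutation test, p = 0.524) and, against light minus ATR alone, turned to 0.00548.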

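Among the entries of Supplementary Data 2, 22 had a higher transcript and a lower protein, a share of 7.26% (95% Wilson confidence interval 4.84 to 10.7%), and 8 of these transcripts had an adjusted p under 0.05. In the part of Supplementary Data 1 that could be read, the share was 6.67% (5.21 to 8.51%, 59 entries). Under scaling by library totals the share in Supplementary Data 2 rose to 17.2%. The paper's enrichment list for higher transcripts with lower proteins among the altered transcripts names 10 genes under lipid biosynthetic process, 11 under response to biotic stimulus and 9 under immune system process. All of them were higher in light plus ATR, with median log2 fold changes of 0.27, 0.23 and 0.23. Over all genes tested, 9, 9 and 8 of them passed, and all passed when adjusted over the list alone. The same 3 fatty acid desaturase genes, fat-2, fat-3 and fat-6, are the strongest members of the biotic stimulus and immune terms. For fat-6, a near-identical paralog, fat-7, makes the assignment of reads uncertain. The paralog moved the other way. With each library left out, its log2 fold change ran from -0.79 to -0.69, and that of fat-6 from 0.20 to 0.26.
The acyltransferase gene acl-1 (WBGene00010339, chromosome X from 15849885 to 15852001) was the strongest member of the lipid term, though it shares exon positions with F53H4.6. It had 81.2 ± 3.59 CPM in light plus ATR and 56.4 ± 1.96 in light minus ATR (SD, n = 4 each), a log2 fold change of 0.53 (standard error 0.05, adjusted p = 4.67e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes ads-1 and fat-2 rose by 0.55 and 0.37 on the log2 scale. Of 174 innate immunity effector genes in a set listed by name, 70 were lower and the others higher, with 25 and 35 past the adjusted threshold. The mean of the set rose by 0.14 with overlap between the groups (exact permutation test, p = 0.0571). It rose without overlap under library totals (0.206) and once the trend with exon length was removed (0.0991, p = 0.0286, exact, for each). The groups overlapped under ERCC scaling (0.176, p = 0.171, exact). Against the 12 controls the rise was 0.166, also with overlap (p = 0.0011, exact).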

The ORA further revealed an anti-parallel regulation of candidates involved in lipid biosynthesis, response to biotic stimuli, and the immune system, with 27% of altered transcripts and 19% of altered proteins showing significantly increased transcript levels but decreased levels of the corresponding protein. The ORA also revealed 7% of altered transcripts and 7% of altered proteins with decreased transcript levels despite increased levels of their corresponding proteins, representing catabolic processes, proteolysis, and precursor metabolite and energy production (Fig. 2f, g). 

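A lower transcript with a higher protein was found in 55 entries of Supplementary Data 2, or 18.2% (95% Wilson confidence interval 14.2 to 22.9%), and in 233 readable entries of Supplementary Data 1, or 26.4% (23.6 to 29.4%). Of the transcripts in the former, 16 had an adjusted p under 0.05, and among transcripts past that threshold the share of this quadrant was 12.4%. Under the protein catabolic process term the paper lists 36 genes, all lower in light plus ATR, with a median log2 fold change of -0.16. Of these, 26 passed over all genes tested and 34 when adjusted over the list alone. The term for precursor metabolites and energy lists 38 genes, all lower, of which 22 passed over all genes tested and 27 when adjusted over the list alone.
The cathepsin gene cpz-1 (WBGene00000788, chromosome I from 2686640 to 2689429) had 165 ± 15.8 CPM in light plus ATR and 256 ± 6.74 in light minus ATR (SD, n = 4 each), a log2 fold change of -0.64 (standard error 0.06, adjusted p = 9.92e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The malate dehydrogenase gene mdh-2 (WBGene00003162, chromosome III from 6606544 to 6608106) had 425 ± 10.2 and 545 ± 27.3 CPM, a log2 fold change of -0.36 (standard error 0.04, adjusted p = 2.43e-06 from the same test). Falls were also seen in cpr-6 (log2 fold change -0.42), ubc-18 (-0.19), idhb-1 (-0.28) and idhg-2 (-0.66). Sets listed by name gave the same direction under each scaling. Of 33 proteasome subunit genes, 32 were lower, 21 of them past the adjusted threshold, and the mean fell by 0.16 without overlap between the groups (exact permutation test, p = 0.0286), a separation lost under library totals (-0.0908, p = 0.143, exact) and ERCC scaling (-0.121, p = 0.229, exact). Of 44 oxidative phosphorylation genes, 42 were lower, 17 past that threshold, and the mean fell by 0.13 with an overlap of the groups (exact permutation test, p = 0.0571). The overlap remained under library totals (-0.0579, p = 0.143, exact) and ERCC scaling (-0.088, p = 0.343, exact). It was gone once the trend with exon length was removed (-0.168, p = 0.0286, exact). Against the 12 controls the mean fell by 0.121 with overlap (p = 0.00275, exact).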

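In light plus ATR against light minus ATR, 2450 genes (16.3% of those tested) had an adjusted p under 0.05, of which 1262 were higher and 1188 lower. Their median absolute log2 fold change was 0.38, and 227 changed more than 2-fold (128 higher and 99 lower). The number fell to 1619 without light minus ATR replicate 2 and to 1334 under ERCC scaling. In 3126 genes, or 20.8%, the libraries of both groups did not overlap, where chance gives 2.86%. Against all 12 control libraries, 2052 genes, or 13.6%, lay wholly above (1106) or below (946), where chance gives 0.11%.
Sets of stress response genes, listed by name, moved down or little at the transcript level. Of 19 genes of the endoplasmic reticulum unfolded protein response, 18 were lower and 11 passed the adjusted threshold, and their mean fell by 0.14 without overlap between the groups (exact permutation test, p = 0.0286), with an overlap under ERCC scaling (p = 0.314, exact). The mean of the mitochondrial unfolded protein response genes fell by 0.06 (exact permutation test, p = 0.0286), but it turned to 0.012, and their median of -0.04 to 0.03, under library totals. Oxidative stress genes fell by 0.09 (exact permutation test, p = 0.0571), with a median of -0.03 that turned to 0.04 under library totals and 0.01 under ERCC scaling. Their mean fell by 0.0171 under library totals (p = 0.629, exact) and by 0.0471 under ERCC scaling (p = 0.543, exact). Once the trend with exon length was removed, it fell by 0.12 without overlap (p = 0.0286, exact). The cytosolic heat shock genes went both ways, with 8 of 15 lower, and their mean fell by 0.15 (exact permutation test, p = 0.143). Autophagy and mitophagy genes rose by 0.05 on average (exact permutation test, p = 0.0857), with 18 of 29 members higher. Under library totals 29 of 29 were higher, and the mean rose by 0.118 without overlap (p = 0.0286, exact). The groups overlapped under ERCC scaling (0.088, p = 0.457, exact) and once the trend with exon length was removed (0.0204, p = 0.286, exact).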

In conclusion, OptIMMuS-triggered sustained contractions induced proteome and transcriptome changes resembling stress phenotypes, including decreased levels of proteins involved in translation and biosynthesis, and increased levels of muscle proteins and proteins involved in energy metabolism.

### Proximity proteomics identifies UNC-45 interactors in non-stress and OptIMMuS-induced mechanical stress

To study muscle-specific changes in the myofilament landscape in response to repeated, sustained contractions, we performed proximity proteomics of the chaperone UNC-45, which localizes to myofilaments and is involved in myosin refolding upon muscle damage^16,17,19^. First, we sought to identify proteins in UNC-45 proximity under non-stress conditions without sustained contractions. To this end, we used the promiscuous biotin ligase miniTurbo^39^ C-terminally fused to UNC-45, expressed in the body wall muscle, which strongly biotinylates proteins in UNC-45 proximity (dark orange halo in Fig. 3a (i)). Since the UNC-45 fusion ligase can diffuse freely in the cytosol, its continuous biotinylation activity can generate background labelling of cytosolic muscle proteins. To subtract this background, we expressed the promiscuous biotin ligase TurboID^39^ without a fusion protein in body wall muscle, which labels all cytosolic muscle proteins impartially (orange muscle cell in Fig. 3a(ii)). As a negative control, we expressed UNC-45 without a fusion ligase to account for the background of endogenous biotinylated proteins and unspecific binding to streptavidin (grey muscle cell in Fig. 3a(iii)). Both the fusion biotin ligase UNC-45-miniTurbo and the free biotin ligase TurboID were expressed at similar levels and produced a comparable biotinylation pattern that was enhanced over endogenous background biotinylation (Supplementary Fig. 4d, e).

**Fig. 3:**
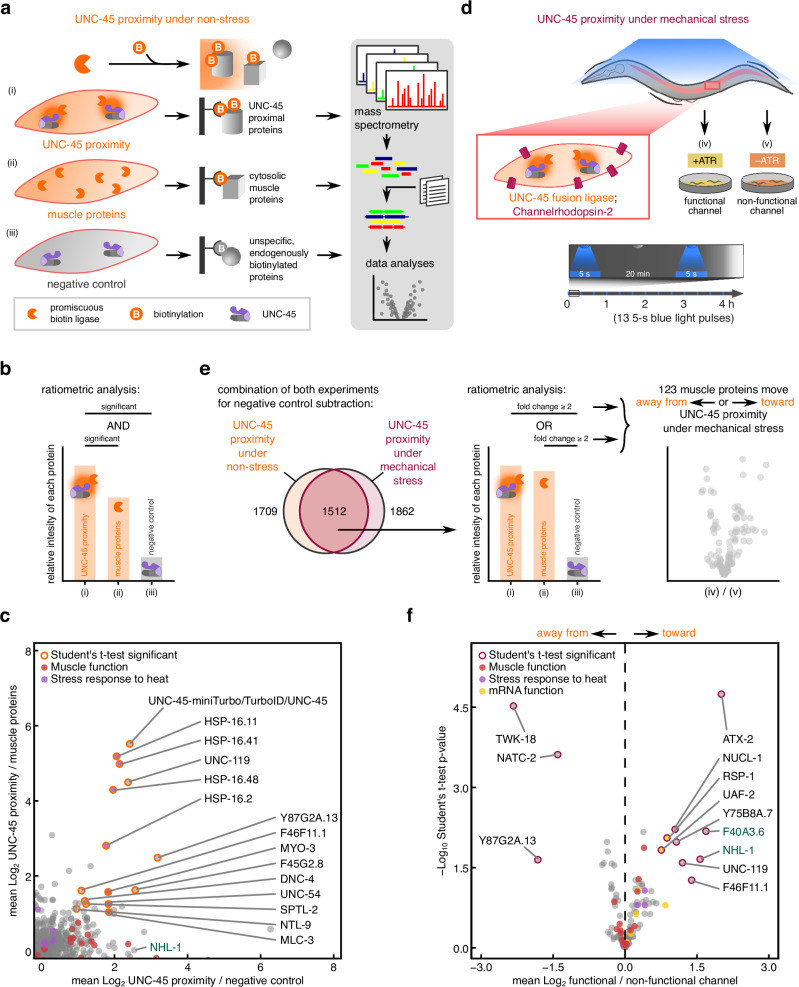
Proximity proteomics identifies UNC-45 interactors in non-stress and OptIMMuS-induced mechanical stress. **a** UNC-45 proximity proteomics under non-stress conditions. Proteins biotinylated by the fusion ligase UNC-45-miniTurbo in UNC-45 proximity (i), by the muscle cytosolic TurboID ligase (ii), and endogenously biotinylated or unspecifically binding proteins in a negative control (iii) were pulled down with streptavidin beads and identified by mass spectrometry. **b** Ratiometric analysis and filtering strategy for proteins significantly enriched in UNC-45 proximity versus the negative control and in UNC-45 proximity versus muscle proteins. **c** Scatter plot of identified proteins from **b** shows 14 two-tailed Student’s t-test significant proteins in both comparisons marked by an orange outline. Proteins belonging to the WormCat categories “Muscle function” and “Stress response to heat” are marked in red and purple, respectively. **d** UNC-45 proximity proteomics under mechanical stress conditions. Proteins biotinylated by the fusion ligase UNC-45-miniTurbo in UNC-45 proximity in worms subjected to sustained body wall muscle contractions by 13 5-s blue light pulses with (iv) or without (v) ATR supplementation were pulled down with streptavidin beads and identified by mass spectrometry. **e** Proteins detected in both UNC-45 proximity experiments were combined for negative control subtraction (left). Ratiometric analysis and filtering strategy for proteins at least two-fold positively enriched in both UNC-45 proximity (i) and muscle (ii) versus the negative control (iii) (middle) to compare their movement away from or toward UNC-45 proximity under mechanical stress in a volcano plot (right). **f** Volcano plot of 123 muscle proteins that either moved away from (negative (iv)/(v) ratio) or toward (positive (iv)/(v) ratio) UNC-45 proximity identified 12 candidates significantly changed in two-tailed Student’s t-test marked by a red outline. Proteins belonging to the WormCat categories “Muscle function”, “Stress response to heat”, and “mRNA function” are marked in red, purple, and yellow, respectively. Proximity proteomics source data are provided in Supplementary Data 4.

We performed streptavidin-based pull-down and label-free mass spectrometry quantification of biotinylated proteins in these samples and followed a ratiometric analysis approach. For each identified protein, we compared its intensity in UNC-45 proximity samples (i) with its intensity in muscle protein samples (ii) and in negative control samples (iii) (Fig. 3b). 107 of 1709 proteins were significantly (adjusted *p*-value ≤ 0.05) enriched in UNC-45 proximity compared to the negative control, 33 of 1709 proteins were significantly enriched in UNC-45 proximity compared to the muscle cytosol, and 14 of 1709 proteins were significantly enriched in UNC-45 proximity compared to both controls (Fig. 3c, Supplementary Data 4). In addition to the myosin head complex (UNC-54, MYO-3, and MLC-3), the small heat shock proteins HSP-16.11, HSP-16.41, HSP-16.48, and HSP-16.2 were significantly enriched in UNC-45 proximity compared to controls. Previously, transcriptional induction of these *hsp-16* heat shock response genes had been observed in *unc-45* knockdown^40^ and an increase in HSP-16 family proteins with concomitant conformational rigidity had been observed in the myosin misfolding mutant *unc-54(e1301)* already at the permissive temperature^41^. Thus, our proximity labelling assay now supports a likely physical interaction of UNC-45 and the myosin head complex with small heat shock proteins of the HSP-16 family in *C. elegans* body wall muscle.

To systematically detect changes in the UNC-45 interaction network upon mechanical stress, we combined OptIMMuS with UNC-45 proximity labelling by crossing the ChR2(C128S;H134R)-expressing strain with the UNC-45 fusion ligase strain (Fig. 3d). We subjected these worms to sustained body wall muscle contractions by 13 5-s blue light pulses interrupted by 20-min dark recovery phases with (iv) or without (v) ATR supplementation and repeated the streptavidin-based pull-down with subsequent label-free mass spectrometry quantification of biotinylated proteins (Fig. 3d). We identified 1862 proteins that were biotinylated by the UNC-45 fusion ligase in this experiment (Supplementary Data 4). To again control for the background of endogenous biotinylated proteins and unspecific binding to streptavidin in the new data set, we combined the two UNC-45 proximity proteomics experiments in subsequent analyses (Fig. 3e, Supplementary Fig. 4a, Supplementary Data 4). We detected 1512 biotinylated proteins in both the non-stress and mechanical stress UNC-45 proximity experiments, corresponding to an overlap of 81.2% (Fig. 3e, Venn diagram on the left). To validate the combination of the two experiments, we performed a principal component analysis of both experiments together and observed clustering of the negative control samples (iii) away from the biotin ligase samples (Supplementary Fig. 4b). Furthermore, the UNC-45 proximity samples under non-stress conditions (i) clustered close to the UNC-45 proximity samples of the ChR2(C128S;H134R)-expressing strain in the absence of ATR (v), which represent an equivalent non-stress condition (Supplementary Fig. 4c). Thus, we could apply a similar ratiometric analysis approach to first exclude endogenous biotinylated proteins and unspecific binding to streptavidin and then specifically identify muscle proteins enriched in UNC-45 proximity under mechanical stress.

For each of the 1512 proteins detected in both non-stress and mechanical stress UNC-45 proximity experiments, we first compared its intensity in UNC-45 proximity samples (i) and in muscle protein samples (ii) to its intensity in negative control samples (iii). In order to include muscle-expressed proteins in our analysis that are not yet in UNC-45 proximity under non-stress conditions but might move closer under mechanical stress, we considered 123 proteins that were at least 2-fold positively enriched in UNC-45 proximity (i) or among muscle proteins (ii) compared to the negative control (iii) (Fig. 3e, bar graph in the middle). Next, we compared the relative abundance of these proteins in the ChR2(C128S;H134R)-expressing strain with (iv) or without (v) ATR treatment representing movement toward (higher abundance in (iv)) or away from (higher abundance in (v)) UNC-45 proximity under mechanical stress, respectively (Fig. 3e, volcano plot on the right). We found that mechanical stress in muscle shifted the network of UNC-45 proximal proteins toward factors involved in mRNA and proteostasis regulation (Fig. 3f).

### The E3 ubiquitin ligase NHL-1 interacts with UNC-45 and misfolded muscle myosin

The E3 ubiquitin ligase NHL-1 together with its reported binding partner F40A3.6^42^ were identified in UNC-45 proximity under mechanical stress (Fig. 3f), but less so under non-stress conditions (Fig. 3c, Supplementary Data 4). NHL-1 and F40A3.6 are both reported to be expressed in *C. elegans* body wall muscle^43,44^, which we confirmed by proximity proteomics (Fig. 3c, Supplementary Data 4) and, for NHL-1, using the transcriptional reporter *nhl-1p*::GFP (Fig. 4a, Supplementary Fig. 5a). We further confirmed that UNC-45 can bind to NHL-1 and F40A3.6 in a yeast two-hybrid assay (Fig. 4b). To test whether NHL-1 also interacts with the UNC-45 substrate UNC-54 (myosin heavy chain B, MHC B) in vivo, we generated transgenic strains expressing FLAG-tagged NHL-1 and HA-tagged F40A3.6 in body wall muscle. Indeed, we found that UNC-54/myosin and HA-F40A3.6 both co-immunoprecipitated with FLAG-NHL-1 (Fig. 4c), and that HA-F40A3.6 and FLAG-NHL-1 co-immunoprecipitated with UNC-54/myosin (Supplementary Fig. 5b) from lysates of these transgenic worms. In addition, HA-F40A3.6, FLAG-NHL-1 and UNC-54/myosin all co-immunoprecipitated with UNC-45 (Supplementary Fig. 5c). These data suggest that UNC-54/myosin, UNC-45, NHL-1 and F40A3.6 can interact in vivo.

**Fig. 4:**
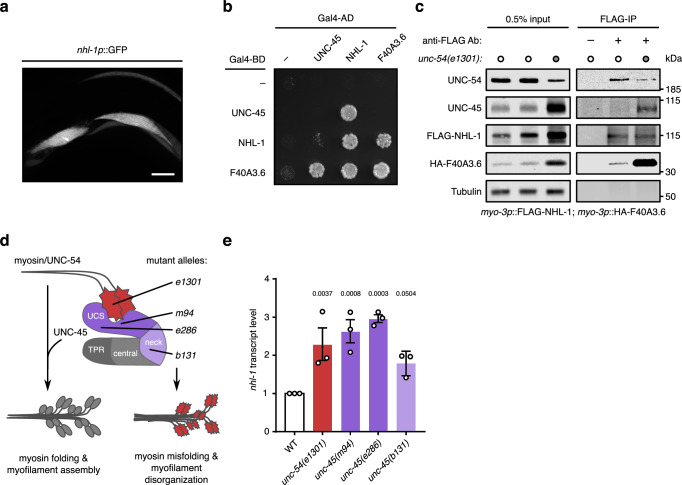
The E3 ligase NHL-1 and its binding partner F40A3.6 interact with UNC-45 and misfolded muscle myosin. **a** Fluorescence micrograph of a young adult worm carrying an extrachromosomal *nhl-1p*::GFP transcriptional reporter transgene shows *nhl-1* expression in body wall muscle cells. Representative image of *n* = 2 independent experiments. Scale bar: 20 µm. **b** Yeast grown on an SD/–Leu/–Trp/–His yeast two-hybrid agar plate after 4 days at 30 °C show growth and binding of NHL-1, UNC-45, and F40A3.6. **c** Western blot after immunoprecipitation of FLAG-tagged NHL-1 transgenically expressed in the muscle of wild-type (WT) and *unc-54(e1301)* worms shows binding of myosin (UNC-54), UNC-45 and transgenically expressed HA-F40A3.6. Representative result of *n* = 3 independent experiments. **d** Myosin folding by the chaperone UNC-45, and location and effect of missense alleles in the *unc-54* and *unc-45* genes. **e** Relative *nhl-1* transcript levels determined by qRT-PCR show increased expression in myosin misfolding mutants compared to WT. Values are mean (*n* = 3 biological replicates) with SEM; *p*-values compared to WT in repeated-measures one-way ANOVA and Dunnett’s multiple comparisons test. Source data are provided as Source Data files.

To determine whether the interactions between NHL-1, F40A3.6, UNC-54/myosin, and UNC-45 are affected by myosin misfolding, we analysed four conditional loss of-function mutants that exhibit irreversible myosin misfolding, myofilament disorganization, and decreased motility (Fig. 4d)^11,12,14,41^. In these ts mutants, single missense mutations in the myosin head domain (*unc-54(e1301)*, p.G387R), the myosin-binding UCS domain of UNC-45 (*unc-45(m94)*, p.E781K and *unc-45(e286)*, p.L822F) or the neck domain of UNC-45 (*unc-45(b131)*, p.G427E) lead to myosin misfolding phenotypes that are enhanced by growing the worms at the restrictive temperature of 25 °C. Interestingly, qRT-PCR revealed that endogenous *nhl-1* transcript levels were increased in all these mutants but not in the wild-type, at the restrictive temperature (Fig. 4e) indicating a functional relationship between these genes. Similarly, UNC-45, FLAG-NHL-1, and HA-F40A3.6 protein levels were all increased in the *unc-54(e1301)* background compared to wild-type (Fig. 4c). We also found that higher levels of HA-F40A3.6 co-immunoprecipitated with FLAG-NHL-1 in the *unc-54(e1301)* background, and observed an increased interaction between UNC-45 and FLAG-NHL-1 in the mutant background (Fig. 4c). Thus, we conclude that misfolding of UNC-54/myosin enhances its association with the E3 ligase NHL-1 and F40A3.6, as well as the interaction between NHL-1 and the myosin-directed chaperone UNC-45.

### NHL-1 regulates the levels and functionality of misfolded myosin

To investigate the roles of NHL-1 and F40A3.6, we used RNAi to knock down *nhl-1* and *F40A3.6* in the *unc-54(e1301)* background with misfolded myosin, and identified UNC-54(*e1301*, p.G387R)-interacting proteins by co-immunoprecipitation mass spectrometry (Supplementary Data 5). The *nhl-1* knockdown was more efficient and more pronounced on the UNC-54(G387R) interaction network than *F40A3.6* or double knockdown (Supplementary Fig. 6a, b). Gene set enrichment analysis (GSEA) revealed that sarcomeric components were significantly enriched in the UNC-54(G387R) interactors upon *nhl-1* knockdown, whereas ribosomal and proteasomal components were reduced (Fig. 5a, b, Supplementary Data 6). Peptides corresponding to the ubiquitin protein (UBQ-1/UBQ-2) were also significantly reduced in the UNC-54(G387R)-interacting pool upon *nhl-1* knockdown (Fig. 5a). Thus, these results suggest that, in the absence of NHL-1, misfolded UNC-54(G387R) remains associated with sarcomeric components and is retained in the sarcomere rather than being recycled by the UPS.

**Fig. 5:**
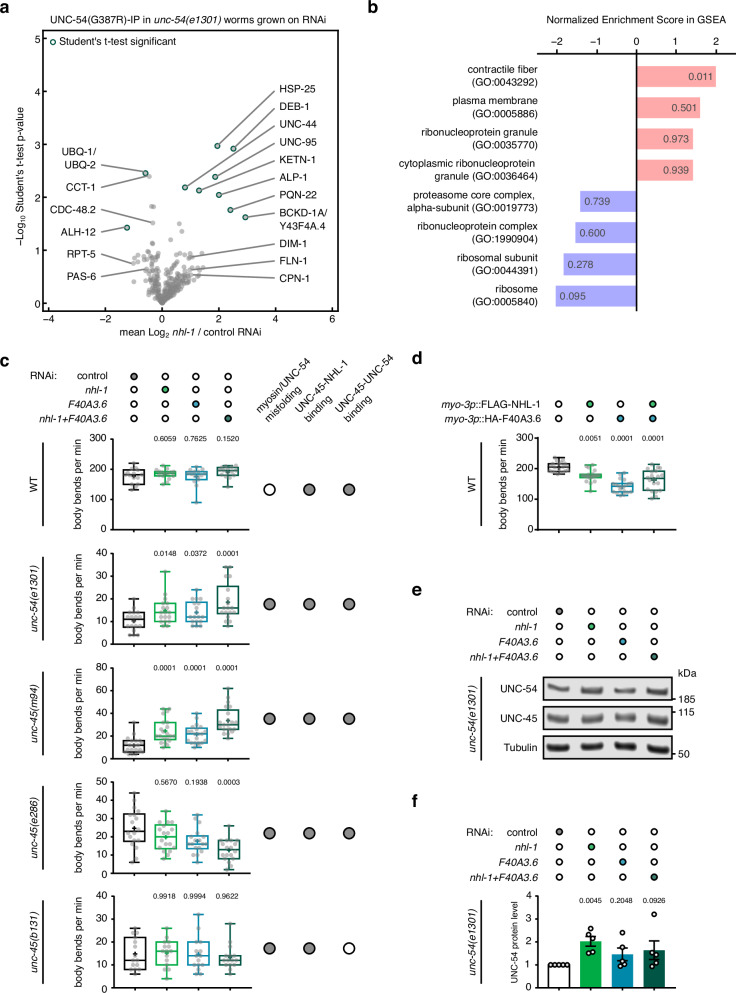
NHL-1 and F40A3.6 regulate the levels and functionality of misfolded myosin. **a** Volcano plot of 332 UNC-54(G387R)-interacting proteins identifies sarcomeric proteins that interact more with myosin, while ubiquitin (UBQ-1/UBQ-2) interacts less with myosin upon *nhl-1* RNAi compared to control. Significantly changed proteins (FDR-adjusted *p*-value ≤ 0.05 in two-tailed Student’s t-test) are marked by a green outline. **b** Gene set enrichment analysis (GSEA) of the interactors identified in **a**. GO terms are ranked according to their normalized enrichment score in GSEA and FDR q-values are given in grey. **c** Body bend counts per minute in liquid upon RNAi-mediated depletion of *nhl-1*, *F40A3.6*, or both, compared to control in the indicated genetic background. Body bends of *n* = 15, 18, 21, 18 and 15 individual worms (graphs top to bottom) were counted per condition in *n* = 3, 4, 4, 3 and 3 independent experiments. **d** Body bend counts as in **c** upon transgenic expression of FLAG-NHL-1 and HA-F40A3.6 or both together in the wild-type (WT) background compared to control without transgenes. Body bends of *n* = 20 individual worms were counted per condition in *n* = 3 independent experiments. In **c** and **d**, box plots indicate median (middle line), mean (plus sign), 25th, 75th percentile (box) and minimum to maximum (whiskers) as well as all individual data points; *p*-values compared to control in one-way ANOVA with Dunnett’s multiple comparisons test of log2-transformed values. **e** Western blot of UNC-54/myosin, UNC-45, and the housekeeping protein tubulin in lysates from *unc-54(e1301)* myosin misfolding mutants show an increase in myosin/UNC-54 protein levels but not UNC-45 levels upon RNAi-mediated depletion of *nhl-1* compared to control. **f** Quantification of UNC-54/myosin protein levels detected as in **e** normalized to tubulin protein levels and to RNAi control. Values are mean (*n* = 5 biological replicates) with SEM; *p*-values compared to control in repeated-measures one-way ANOVA with Dunnett’s multiple comparisons test of log2-transformed values. Source data are provided as Source Data files; and proteomics and GSEA source data in Supplementary Data 5 and 6.

To assess the functional consequences of the loss of NHL-1 and F40A3.6, we examined the motility of individual worms, measured as the number of body bends per minute in liquid. Wild-type worms thrashed with approximately 190 body bends per minute and were unaffected by RNAi-mediated depletion of *nhl-1* and *F40A3.6* at the restrictive temperature of 25 °C (Fig. 5c). Interestingly, expression of FLAG-NHL-1 and HA-F40A3.6 in wild-type muscle reduced the number of body bends to approximately 160 body bends per minute (Fig. 5d). The four myosin misfolding mutants displayed only about 10–20 body bends per minute at the restrictive temperature (Fig. 5c). Depletion of *nhl-1* and *F40A3.6* significantly increased the number of body bends in the *unc-54(e1301)* and *unc-45(m94)* backgrounds, but further decreased the number of body bends in the *unc-45(e286)* background (Fig. 5c). To date, no apparent difference in the phenotypes and mechanisms of the two close UCS domain mutants *m94* and *e286* has been reported. Both ts mutations result in myosin misfolding and reduction at the protein level with a compensatory increase in UNC-45 protein levels at the restrictive temperature of 25 °C^18^. In crystal structures, the UNC-45(*e286*) protein has been reported to have a more rigid myosin-binding UCS domain that is moved closer to the central domain^45^. In the *unc-45(b131)* background, where UNC-45 binding to NHL-1 is normal but binding to UNC-54/myosin is reduced due to structural remodelling of the myosin-binding canyon^45^ (Supplementary Fig. 6c, d), depletion of *nhl-1* and *F40A3.6* had no significant effect (Fig. 5c). In addition, UNC-54/myosin protein levels were significantly increased upon depletion of *nhl-1* in the *unc-54(e1301)* background (Fig. 5e, f), but not upon depletion of *ufd-2* (Supplementary Fig. 7d, e). UNC-54/myosin protein levels were also significantly increased upon depletion of both *nhl-1* and *F40A3.6* in the two affected *unc-45* mutants, but not in *unc-45(b131)*, while UNC-45 protein levels remained unchanged (Supplementary Fig. 7a, b). Notably, *unc-54* transcript levels remained unchanged in all RNAi treatments, excluding transcriptional upregulation of *unc-54* (Supplementary Fig. 7c). Taken together, these data suggest that depletion of NHL-1 can promote increased levels of myosin, its retention in sarcomeres, and its functionality, when interacting in a complex with UNC-45 and misfolded UNC-54/myosin. We propose that the depletion of NHL-1 allows UNC-45 additional time to fold the retained myosin, thereby partially increasing its functionality.

### NHL-1 E3 ligase activity is required to regulate myosin levels and function under mechanical stress

To determine the role of the E3 ligase function of NHL-1 in regulating myosin levels and functionality, we used CRISPR-Cas9 technology to mutate the first two cysteine residues in the conserved Really Interesting New Gene (RING) domain of NHL-1 to alanines (*nhl-1(syb8175)*, p.C43A;C46A, Fig. 6a), which effectively abolishes its ubiquitylation activity^46^. Similar to *nhl-1* depletion, the RING domain mutation *nhl-1(syb8175)* increased UNC-54/myosin protein levels in the *unc-54(e1301)* myosin misfolding mutant and slightly in the *unc-45(m94)* myosin misfolding mutant worms compared to the single myosin misfolding mutants (Fig. 6b, d). Correspondingly, *nhl-1(syb8175)* resulted in a significant increase in the number of body bends of the *unc-54(e1301)* and *unc-45(m94)* myosin misfolding mutants at the restrictive temperature (Fig. 6c). Thus, NHL-1 E3 ligase activity affects myosin protein levels and functionality under conditions of myosin misfolding stress.

**Fig. 6:**
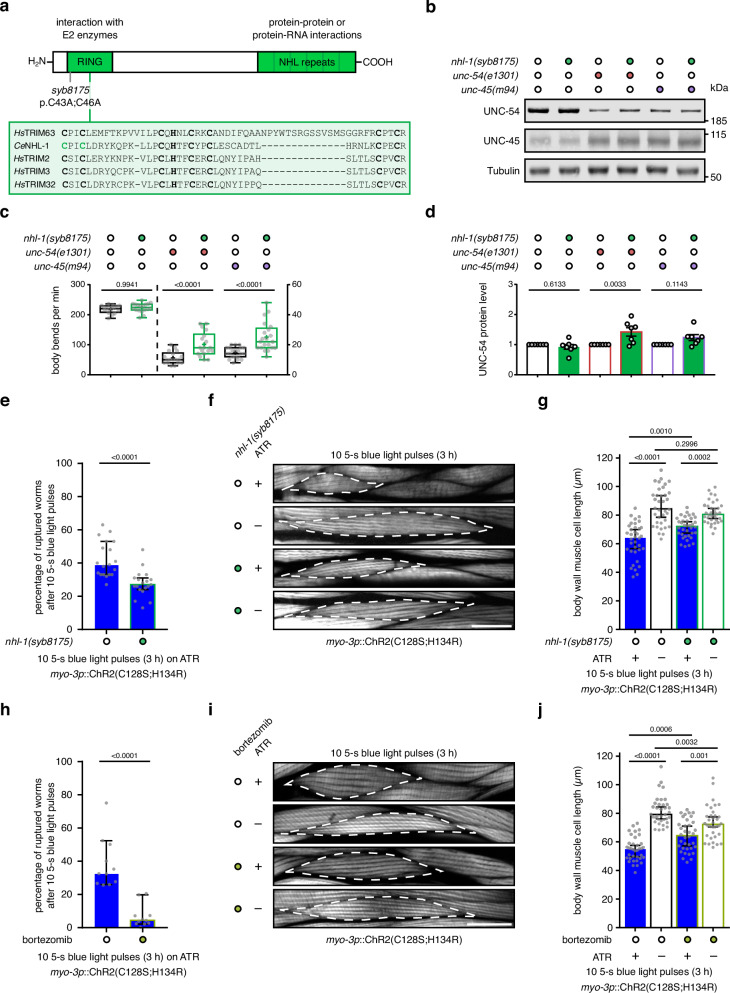
NHL-1 E3 ligase activity is required to regulate myosin levels and function under mechanical stress. **a** The *nhl-1(syb8175)* strain was generated by exchanging the first two conserved cysteine residues in the N-terminal Really Interesting New Gene (RING) domain of NHL-1 to alanines by CRISPR-Cas9 (p.C43A;C46A) effectively abolishing its E3 ligase activity. **b** Western blot of UNC-54/myosin, UNC-45, and the housekeeping protein tubulin in lysates from the indicated mutant worms. **c**, Body bend counts per minute in liquid of indicated mutant worms. Box plots indicate median (middle line), mean (plus sign), 25th, 75th percentile (box) and minimum to maximum (whiskers) as well as all individual data points. Body bends of *n* = 16, 18, 18, 18, 21 and 21 individual worms (left to right) were counted per condition in *n* = 3 independent experiments; *p*-values compared to control in one-way ANOVA with Sidak’s multiple comparisons test of log2-transformed values. **d** Quantification of UNC-54/myosin protein levels detected as in **b** normalized to tubulin protein levels and to control without *nhl-1(syb8175)* presence. Values are mean (*n* = 7 biological replicates) with SEM; *p*-values compared to control in one-way ANOVA of log2-transformed values with Sidak’s multiple comparisons test. **e**, **h** Frequency of occurrence of percentages of worms with vulval rupture in *n* = 19 (**e**) and 11 (**h**) independent OptIMMuS experiments in the *nhl-1(syb8175)* mutant compared to wild-type (WT) background (**e**) and on bortezomib (5 µM) compared to DMSO control (**h**). Values are median with 95% CI; *p*-values compared to control in two-tailed Student’s t-test. **f**, **i** Fluorescence micrographs of rhodamine-phalloidin-stained body wall muscle (BWM) cells in WT and *nhl-1(syb8175)* (**f**) or DMSO- and bortezomib-treated worms (**i**) after 10 5-s blue light pulses. A single BWM cell is outlined with an interrupted white line. Scale bars: 20 µm. **g**, **j** Individual BWM cell lengths measured tip-to-tip from images obtained as described in **f** and **i** quantifying BWM cell contraction. Values are median (*n* = 36 cells in a total of *n* = 12 animals imaged in *n* = 3 independent experiments) with 95% CI; *p*-values compared in one-way ANOVA and Sidak’s multiple comparisons test. Source data are provided as Source Data files.

To evaluate the role of NHL-1 E3 ligase activity and the proteasome under mechanical stress in our OptIMMuS model, we crossed the ChR2(C128S;H134R)-expressing strain into the NHL-1 RING domain mutant background *nhl-1(syb8175)* and subjected the worms to 10 5-s blue light pulses interrupted by 20-min dark recovery phases with or without ATR supplementation and with or without proteasomal inhibition by bortezomib treatment. Notably, the presence of *nhl-1(syb8175)* or bortezomib significantly reduced the percentage of worms exhibiting vulval rupture after OptIMMuS compared to wild-type (Fig. 6e, h). In addition, the tip-to-tip length of body wall muscle cells was significantly less shortened after OptIMMuS in *nhl-1(syb8175)* or bortezomib-treated worms compared to wild-type (Fig. 6f, g, i, j), indicating reduced force generation of the induced muscle contractions. In summary, these data suggest that the E3 ligase NHL-1 regulates ubiquitin-dependent myosin turnover via the proteasome and optimal myosin function under mechanical stress (Fig. 7).

**Fig. 7:**
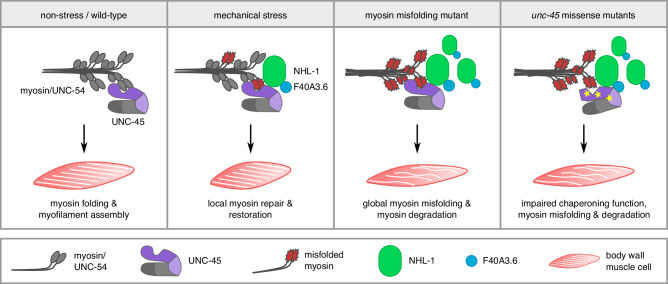
Model for the role of NHL-1 in muscle stress response. During development and under non-stress conditions, the Hsp90 co-chaperone UNC-45 (purple/grey shape) folds and assembles myosin (grey shapes) into growing myofilaments (parallel white stripes in body wall muscle cells) in muscle. During OptIMMuS-induced mechanical stress, the E3 ubiquitin ligase NHL-1 (green rectangle with rounded corners) and its binding partner F40A3.6 (blue circle) accumulate near UNC-45 in contracting muscle and locally assist in myofilament repair of misfolded myosin molecules. In conditional myosin loss-of-function mutants, which exhibit global myosin misfolding (red jagged shapes) and myofilament disorganization (wavy white stripes in body wall muscle cells), elevated levels of NHL-1 regulate myosin protein amount and functionality through ubiquitylation. Missense mutations in UNC-45 (yellow asterisks), each uniquely affecting the chaperoning function of UNC-45 and resulting in myosin misfolding, suggest that the interaction of UNC-45, NHL-1, and F40A3.6 is required for myosin regulation.

## Discussion

In this study, we established OptIMMuS to induce mechanical stress in muscle and used this model to study changes in the proteostasis network associated with mechanical forces and myosin misfolding in *C. elegans*. OptIMMuS induced disruption of organismal, cellular, and ultrastructural integrity, and altered the whole animal transcriptome and proteome (Figs. 1, 2). A previous study used light-induced contraction by a fast neuronal ChR2 variant to describe the effect of sarcomere component mutants on the mechanics and kinetics of a single muscle contraction and relaxation event^47^. In contrast, our data demonstrate that the OptIMMuS model can be used to analyse not only cellular responses in single cells and tissues but also organismal physiology and phenotypes of synchronized worm populations. *C. elegans* genetic mutants crossed into the OptIMMuS strain define sensitized backgrounds that allow the study of response mechanisms to repeated intense muscle contractions otherwise missed under conventional experimental conditions. When mutations prevent worms from contracting, as in the *unc-45* and *unc-54* mutants, proximity labelling combined with proteomics assays of candidate proteins allows the investigation of dynamic changes in specific interaction networks in the contracting muscle. Using OptIMMuS, we discovered that the E3 ligase NHL-1 and its binding partner F40A3.6 accumulate in close proximity of UNC-45 and myosin/UNC-54 during mechanical stress, thereby extending the myosin-directed proteostasis network in *C. elegans* (Fig. 3). Our genetic studies showed that the functional and physical interactions are specifically enhanced in global myosin misfolding and muscle atrophy models (Figs. 4, 5), which may explain why NHL-1 has been overlooked under conventional experimental conditions. RNAi-mediated knockdown experiments of *nhl-1* and *F40A3.6* in *unc-45* mutants, each of which uniquely impair UNC-45 chaperone function^12,18,26,45^, further suggest that the UNC-45-NHL-1 interaction regulates myosin protein levels and functionality, particularly when myosin is misfolded (Fig. 5). Characterization of a RING domain mutant that abolishes the E3 ligase activity of NHL-1 indicates a ubiquitin-dependent regulation of myosin protein levels and function under conditions of myosin misfolding and mechanical stress (Fig. 6).

Our combined data showing that NHL-1 interacts with misfolded myosin mutants and with UNC-45 during repeated, sustained contractions triggered by OptIMMuS strongly suggest that our mechanical stress model results in local myosin misfolding (Fig. 7). Indeed, several reports demonstrate that myosin undergoes significant conformational changes during cross-bridge cycling and contraction^48–51^. This flexibility renders the myosin head highly susceptible to force-mediated misfolding, as evidenced by its low resistance to heat, which is also generated locally during contraction^52,53^. Furthermore, in vitro atomic force microscopy studies show that myosin unfolding does not follow a defined pathway and that subsequent refolding is impossible without the assistance of the myosin-directed chaperone UNC-45^53,54^.

NHL-1 has been reported to have ubiquitylation activity in vitro in cooperation with several E2 enzymes^55^. Despite its strong expression in *C. elegans* muscle (Fig. 4a), *nhl-1* has only been studied in chemosensory neurons in the context of insulin/IGF-1 signalling^56^. It was found to be required for DAF-16/FOXO-dependent organismal protection against heat stress, oxidative stress, and proteotoxicity, but physical NHL-1 interactors have not been identified in vivo. We show that *nhl-1* transcript levels are elevated in myosin misfolding mutants exhibiting myofilament disorganization and atrophy (Fig. 4e), that NHL-1 physically interacts with UNC-54/myosin (Fig. 4c), and that UNC-54/myosin protein levels are increased upon *nhl-1* knockdown or catalytically inactive RING domain mutation in a subset of myosin misfolding mutants (Figs. 5e, f and 6b, d). Similarly, the mammalian myosin E3 ligases TRIM63/MuRF1 and Atrogin-1/MAFbx are upregulated in denervation or disuse atrophy^57–59^, bind and ubiquitylate myosin and other sarcomeric proteins^57,60,61^, and, when knocked down, prevent myosin loss in conditions where myosin degradation is enhanced^60,62^. The N-terminal peptide sequence of NHL-1 is similar to the myosin-targeting TRIM E3 ligases of the MuRF family (TRIM63 and TRIM54 corresponding to MuRFs 1 and 3). Full-length NHL-1 shares closer sequence and structural similarities with TRIM2, TRIM3, and TRIM32^29,63,64^ (Fig. 6a). TRIM2/NARF and TRIM3/BERP are predominantly expressed in the brain, where they both bind to myosin V and ubiquitylate the neurofilament light subunit and the CDK inhibitor p21, respectively, among other substrates^29,65,66^. TRIM32 is expressed in brain and skeletal muscle, binds to myosin, ubiquitylates actin, and mutations in TRIM32 cause limb girdle muscular dystrophy R8 (LGMD2H)^29,30,67,68^. In contrast to MuRF1 and Atrogin-1, TRIM32 is reported to play a minor role during muscle atrophy, but to be required for skeletal muscle regrowth during recovery from atrophy^69^. Taken together, these findings suggest that NHL-1 is a muscle-specific E3 ligase that targets myosin and possibly other sarcomeric proteins in *C. elegans*.

It has been reported that the *C. elegans* E3 ligase UFD-2 ubiquitylates heat-denatured myosin/UNC-54 presented by UNC-45 in vitro^26^. Interestingly, we did not identify UFD-2 as an interacting partner of UNC-45 or myosin/UNC-54 in our proximity labelling assay under mechanical stress. We have previously reported that the genetic absence of UFD-2 partially rescues the reduced motility of *unc-45(m94)* mutants, whereas the motility of *unc-54(e1301)* mutants is unaffected^25^. Consistently, myosin/UNC-54 protein levels of *unc-54(e1301)* mutants are unaffected by *ufd-2* knockdown (Supplementary Fig. 7d, e), suggesting that only *unc-45* dysfunction can be compensated by *ufd-2* but not the independent misfolding of myosin per se. In contrast, knockdown or RING domain mutation of *nhl-1* partially rescues both motility and myosin/UNC-54 protein levels in both *unc-45(m94)* and *unc-54(e1301)* mutants (Figs. 5 c, e, f and 6b, c, d), suggesting that myosin misfolding is the underlying trigger for NHL-1 to act on myosin protein levels and functionality. We propose that UFD-2 specifically regulates the myosin-directed chaperone UNC-45, whereas NHL-1 directly regulates myosin during mechanical stress, myosin misfolding, and muscle atrophy. Nevertheless, considering the diverse and redundant number of mammalian E3 ligases that regulate myosin, it is likely that there are different ubiquitylation pathways that target myosin for degradation under different physiological conditions, which may also explain why the increase of myosin protein levels by *nhl-1* knockdown or mutation does not fully restore wild-type levels. In contrast to NHL-1, the role of its interactor F40A3.6 in mechanical stress remains unclear, as mammalian orthologs are unknown and depletion of *F40A3.6* had only a marginal effect on myosin protein levels. Interestingly, depletion of *F40A3.6* significantly increased the motility of *unc-54(e1301)* and *unc-45(m94)* mutants, and the body bend data suggest an epistatic interaction with *nhl-1* (Fig. 5c). It could be speculated that upon misfolding, F40A3.6 stops the molecular movement of the myosin motor to allow NHL-1 to extract the misfolded myosin molecule for ubiquitylation.

In conclusion, we present the application of a transgenic *C. elegans* model for characterizing molecular responses to mechanical stress in muscle, which combines the complexity of mammalian in vivo models with the reproducibility and versatility of cell culture experiments. Using OptIMMuS, we identified interactors of the UNC-45 chaperone that regulate myosin-directed proteostasis during mechanical stress, including the E3 ligase NHL-1 and its binding partner F40A3.6. Ultimately, OptIMMuS, in combination with proximity labelling studies of other muscle proteins, will allow the detailed construction of comprehensive proteostasis networks in contracting muscle, thereby enabling the identification of many more as yet unknown regulators of muscle maintenance and the mechanical stress response of therapeutic relevance.

## Methods

### *C. elegans* maintenance

Unless stated otherwise, nematodes were maintained at 15 °C on nematode growth medium (NGM) plates seeded with *Escherichia coli* OP50 as food source according to standard procedures and methods^70^. The N2 Bristol strain (Caenorhabditis Genetics Center) served as wild-type (WT) background. Transgenic strains were generated by microparticle bombardment of plasmids, strains carrying an integrated transgene were recovered, outcrossed several times, and then crossed for experiments. The CRISPR-Cas9 strategy to generate the *nhl-1(syb8175)* (p.C43A;C46A) RING domain mutant strain was developed together with SunyBiotech (Fuzhou, CN) and mutant isolation was performed by the company. Upon arrival, the strain was outcrossed four times into the wild-type background before crossing with myosin misfolding mutants. All worm strains used in this study are listed in Supplementary Data 7. Unless stated otherwise, all experiments were performed on the first day of adulthood and the worms examined were all hermaphrodites. To induce myosin misfolding in ts worms, L1 larvae were grown at 15 °C to L3/L4 larval stage and transferred to 25 °C for 24 h until reaching adulthood prior to body bend measurements and sample collection.

### Cloning and generation of transgenic strains

For the generation of transgenic strains, plasmids containing the *unc-119(+)* selection marker and encoding the respective transgenes *myo-3p*::ChR2(C128S;H134R)-FLAG (OptIMMuS transgenic strain), *unc-54p*::UNC-45-miniTurbo-HA (UNC-45 proximity strain), *unc-54p*::TurboID-HA (muscle proteins strain), *unc-54p*::UNC-45-FLAG (negative control strain), *myo-3p*::FLAG-NHL-1, and *myo-3p*::HA-F40A3.6 were generated using the NEBuilder HiFi DNA Assembly Kit (New England Biolabs) according to the manufacturer’s instructions. Fragments were PCR-amplified with Q5 High-Fidelity DNA Polymerase (New England Biolabs) from genomic DNA or from plasmids containing the corresponding open reading frames (ORFs, BioScience)^71^: ChR2 3368 bp plasmid DNA pCS116 (gift from Amelie Bergs and Alexander Gottschalk), miniTurbo 941 bp plasmid DNA pAS32, TurboID 1178 bp plasmid DNA pAS31, *nhl-1* ORF1 212 bp from ORFeome plasmid DNA, *nhl-1* introns 3–6 999 bp N2 gDNA, *nhl-1* ORF2 2027 bp from ORFeome plasmid DNA, F40A3.6 ORF 774 bp from ORFeome plasmid DNA. Oligonucleotides used in this study are listed in Supplementary Data 8. These constructs were bombarded into *unc-119(ed4)* worms as described previously^72^. Microparticle bombardment was performed using the Bio-Rad Biolistic PDS-1000/HE with ¼” gap distance, 9 mm macrocarrier to screen distance, 28 inches of Hg vacuum and a 1350 psi rupture disc. Approximately 1 mg of 1 μm microcarrier gold beads were coated with 8–10 μg of linearized DNA per bombardment. Animals were allowed to recover for 1 h at room temperature and were then transferred to 90 mm NGM plates seeded with *E. coli* OP50 bacteria. After 3 weeks at 25 °C, motile non-*unc* worms were isolated and screened for homozygosity. All strains that were used in this study are listed in Supplementary Data 7.

### OptIMMuS experiment

For an OptIMMuS experiment, *myo-3p*::ChR2(C128S;H134R)-expressing worms were grown on NGM plates seeded with OP50 supplemented with or without 0.1 mM all-*trans* retinal (ATR) from L1 or latest L4 larval stage at 18 °C. In parallel, worms grown without cofactor supplementation served as control, since the expressed ChR2 protein remained non-functional. Once the worms were placed on ATR, all plates were kept in the dark. All worms were grown for the last 16 h to adulthood at 18 °C in the OptIMMuS incubator (Sanyo MIR-154), which was equipped in-house with two blue LED lights (Hontiey, each 100 W) spaced 24 cm apart and 30 cm above the sample tray (size: 36 × 54 cm), on which the upturned worm plates are randomly placed for each experiment. The following day, young adult worms were repeatedly illuminated with blue light (455 nm, 10–16 µW per mm^2^) for 5 s followed by a 20-min dark period. The number of 5-s blue light pulses or total OptIMMuS treatment time is given in the figure legends for each experiment. Blue light illumination was controlled by an FY6800 2-channel DDS arbitrary waveform signal generator (FeelElec) with the following settings: square wave generation, frequency 0.833 mHz, amplitude 7 V, duty cycle 0.417%. The light intensity on varying positions on the sample tray was measured in varying time intervals over the course of the experiments using a ThorLabs Power and Energy Metre PM100D with a S120C Photodiode Power Sensor (400–1100 nm, 50 mW) at the wavelength setting 450 nm (range 1.9 mW) and found to always be in the range of 10–16 µW per mm^2^, which is above the reported threshold intensity for maximum contraction^33^ of 5 µW per mm^2^. As additional controls in some experiments, worms grown on ATR or without ATR supplementation were kept in the dark in the OptIMMuS incubator for the duration of the experiment. During sample collection after OptIMMuS, ruptured or dead worms were separated by washing the worms in M9 buffer, letting them settle on ice, and discarding the supernatant with floating dead worms, leaving only intact worms in the pellet and in subsequent analyses.

### WormLab measurements

Individual worm behaviour during and after OptIMMuS treatment was observed using the WormLab system (MBF Bioscience). During a 40-min OptIMMuS treatment encompassing two 5-s blue light pulses interrupted by 20-min dark recovery phases, the movement of individual young adult worms was recorded. The frame rate, exposure time, and gain set were kept at 7.5 frames per second. After treatment, the worms were continuously exposed to red light for 80 min, which does not trigger the expressed functional ChR2 protein. Similarly, the movements of the same individual worms were recorded. In the WormLab system, parameters such as track length, worm velocity (centre point speed), total distance travelled by each worm, and average worm body length were analysed every 10 min of the total 2-h measurement. Measurements were repeated in three independent biological replicates. Per replicate, 25–30 worms were recorded and a total of 75 worms from all biological replicates were analysed.

### Phalloidin staining

To measure body wall muscle (BWM) cell length, sarcomeric F-actin was labelled with phalloidin-rhodamine (Invitrogen). Briefly, after 10 5-s blue light pulses interrupted by 20-min dark recovery phases (total OptIMMuS treatment time 3 h), worms were washed in M9 and fixed in ice-cold 4% (w/v) paraformaldehyde solution for 15 min at room temperature. After permeabilization of the cuticle in a 5% β-mercaptoethanol solution containing 1% Triton X-100, F-actin in BWM sarcomeres was stained with phalloidin-rhodamine (1:200) in 1% BSA (w/v) in PBS containing 0.5% Triton X-100. Stained worms were mounted on glass slides and imaged in the following days using an Axio Imager.Z1 microscope (Zeiss). For each condition, BWM cells were imaged in the same area between the pharynx and vulva, and the tip-to-tip cell length was measured in ImageJ 1.53t. One-way ANOVA with a post-hoc multiple comparisons tests of BWM cell lengths were performed in GraphPad Prism 9.

### Bright-field and fluorescence microscopy

For bright-field images and movies, an Axio Zoom V16 microscope with an Axiocam 506 mono camera (Carl Zeiss Microscopy GmbH) was used, and images were processed using the provided software Zen 2.6 Pro (Carl Zeiss Microscopy GmbH) and ImageJ 1.52a. For close-up fluorescence images of *C. elegans* BWM, the Axio Imager.Z1 (Carl Zeiss Microscopy GmbH) was used with excitation at 550/25 nm (dsRed) or 460–490 nm (GFP) and image detection with Apotome. Worms were washed and fixed in paraformaldehyde as described above for phalloidin staining, mounted directly onto glass slides, and imaged. Images were processed using the provided Zen 2.6 Pro software (Carl Zeiss Microscopy GmbH) or ImageJ 1.53t. To assess mitochondrial morphology in *myo-3*p::TOMM-20-mKate-expressing worms after OptIMMuS treatment, the confocal laser-scanning microscope ZEISS LSM 980 with Airyscan 2 (Carl Zeiss Microscopy GmbH) with a 594 nm laser was used. Worms were washed and fixed in paraformaldehyde prepared as described above. Obtained images were processed using ImageJ 1.53t.

### Transmission electron microscopy

After 10 5-s blue light pulses interrupted by 20-min dark recovery phases (total OptIMMuS treatment time 3 h), 5–10 *C. elegans* worms were transferred into a membrane carrier (Leica #16707898) prefilled with 20% polyvinylpyrrolidone in PBS. Carriers were frozen using the EmPACT2 (Leica) and samples were stored in liquid nitrogen until further processing. Samples were further processed and analysed by the CECAD Imaging Facility. After freeze substitution using the AFS 2 (Leica) at −90 °C, osmium tetroxide and propylenoxide incubation, and Epon infiltration, individual *C. elegans* worms were removed from the membrane carrier and mounted into flat embedding moulds. The head or tail region was cut longitudinally or transversely into 70 nm ultrathin sections, stained with 1.5% uranyl acetate and 3% Reynolds lead citrate, and imaged on a JEM-2100Plus transmission electron microscope (JEOL). Details can be found in Supplementary Methods. Image analysis was performed in ImageJ 1.52a and statistics in GraphPad Prism 7.

### ARENA population motility measurements

Population motility after OptIMMuS was assessed using the WMicroTracker ARENA (NemaMetrix). This instrument measures the motility of small animals (0.5 mm) by recording the number of interruptions of infra-red light microbeams arranged in a large array. After 10, 13, or 25 5-s blue light pulses interrupted by 20-min dark recovery phases (total OptIMMuS treatment time 3 h, 4 h or 8 h), 35 young adult worms were analysed for at least 1 h after treatment at 20 °C instrument temperature. For quantification, the first 15 min of measurement were disregarded as acclimation time of the worms in the instrument. Individual population motility counts, measured every 3.5 min per plate for the first hour after OptIMMuS treatment, were binned in 15 min bins, plotted, and paired Student’s t-tests were performed in GraphPad Prism 7.

### Whole worm proteomics and transcriptomics

Worms grown on plates with or without ATR were subjected to 25 5-s blue light pulses interrupted by 20-min dark recovery phases (total OptIMMuS treatment time 8 h) or kept in the dark (four conditions in four biological replicates). Worms were then collected and washed, thereby removing worms with vulval rupture due to OptIMMuS treatment, worm pellets were divided for RNA and protein isolation, snap frozen and stored at –80 °C until further processing. RNA isolation for RNA sequencing was performed on all four independent biological replicates at the same time using Trizol reagent (Thermo Fisher Scientific) and the RNeasy MiniKit (Qiagen) according to the manufacturer’s instructions, including DNase I treatment (Qiagen). 2 µg total RNA was sent for RNA-seq. RNA-seq library preparation and sequencing were performed by the Cologne Center for Genomics (CCG), Germany (https://ccg.uni-koeln.de/). Details can be found in Supplementary Methods. Protein isolation for mass spectrometry analysis was performed on all four independent biological replicates together by sonication on ice in 8 M urea/50 mM TEAB buffer with cOmplete protease inhibitor cocktail (Roche). Protein concentration in cleared lysates was measured using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), and 30 µg of total protein was used for Lys-C/trypsin digestion prior to mass spectrometry analysis by the CECAD Proteomics Facility.

### Mass spectrometry analysis

Protein samples for whole worm proteomics, after pull-down of biotinylated proteins, or after UNC-54/ MHC B co-immunoprecipitation were collected in 8 M urea/50 mM TEAB buffer, 30 µg of protein was reduced with 5 mM DTT, alkylated with 40 mM CAA, and digested with 0.5 µg Lys-C and 1 µg trypsin. After overnight incubation, digestion was stopped by adding formic acid to 1 %, peptides were loaded onto equilibrated SDB-RPS stage tips and stored at 4 °C until mass spectrometry analysis. Samples were analysed by the CECAD Proteomics Facility using a Q-Exactive Plus running in DDA coupled to an EASY nLC system running a 60 min gradient (after pull-down of biotinylated proteins and MHC B co-immunoprecipitation) or 150 min (whole proteome) of 0.1% FA against 80% acetonitril with 0.1% FA. The resulting spectra were analysed using MaxQuant 2.0.3^73^ with the LFQ option enabled, based on the *C. elegans* WormBase library (PRJNA13758, version WS277, downloaded 05.08.2020)^74^. Results were further processed in Perseus 1.6.15^75^, annotated from the Wormbase repository^74^ and WormCat^76^, and visualized in InstantClue^77^. Details can be found in Supplementary Methods.

### Protein/transcript integration and GO enrichment analyses

All detected proteins were correlated with their corresponding transcripts. Proteomic log2-fold change was calculated from LFQ log2 values and *p*-values for protein differences were taken from the two-tailed Student’s t-test calculated by Perseus (blue light plus ATR versus blue light minus ATR). Transcriptomic log2-fold change values and *p*-values were generated for blue light plus ATR versus blue light minus ATR using DESeq2 with an apeglm shrinkage applied to the log2-fold change values. Transcripts and proteins were divided into quadrants based on whether the direction of change was consistent or inconsistent between the transcriptomic and proteomic assays. Candidates were included if there was a significant difference in the transcript or in the protein (two separate analyses). Change type proportion plots were generated as in ref. ^78^ and show the percentage of transcripts in a given quadrant. Functional enrichment analysis for GO terms of Biological Processes, Cellular Component, and Molecular Function was performed on the candidates in each quadrant using clusterProfiler (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html)^79,80^. Over-representation analysis (ORA)^81^ was performed using the hypergeometric test with a *p*-value cut-off of 0.05. Results were filtered for a q-value less than 0.01 (for transcript significantly changed) or 0.05 (for protein significantly changed), and GO numbers and q-value columns were used as input for REVIGO^82^. The settings for REVIGO were reduction to small (0.5), values represent *p*-value and default settings: remove obsolete GO terms YES (default) and SimRel (default) using the *C. elegans* database (6239). The resulting table for Biological Process GO terms was exported as TSV and the TreeMap as SVG. For the selection of representative GO terms, the five largest sized rectangles (lowest *q*-value) from the larger clusters (with more than one associated GO term) in the TreeMap visualization were selected and three unique GO terms presented in Fig. 2.

### Gene set enrichment analysis

Ranked protein lists generated from the Perseus analysis of UNC-54/ MHC B co-immunoprecipitation and mass spectrometry were subjected to gene set enrichment analysis (GSEA) using GSEA 4.1.0^83^. Default settings for preranked GSEA were maintained, and enrichments were calculated against the *C. elegans* GO and KEGG databases downloaded from GO2MSIG^84^ on July 16, 2021 (http://www.bioinformatics.org/go2msig/). Results were filtered for Cellular Component GO terms and a normalized enrichment score (NES) of > 0.5, and GO numbers and NES columns were used as input for REVIGO^82^. The settings for REVIGO were reduction to small (0.5), higher value is better and default settings: remove obsolete GO terms YES (default) and SimRel (default) using the *C. elegans* database (6239). The resulting table was exported as TSV and the TreeMap as SVG. For the selection of representative GO terms, the five largest sized rectangles (highest or lowest NES) from the larger clusters (with more than one associated GO term) in the TreeMap visualization were selected and four unique GO terms presented in Fig. 5b.

### Yeast two-hybrid

Yeast two-hybrid assays were performed using the Matchmaker GAL4 yeast two-hybrid system 3 (Takara Bio) according to the manufacturer’s instructions. Briefly, plasmids expressing fusion proteins of the GAL4 activation domain (AD) or the GAL4 DNA-binding domain (BD) with the proteins of interest UNC-45, NHL-1, or F40A3.6 were generated by cloning the open reading frame of the proteins of interest as a C-terminal in-frame fusion from ORFeome plasmids (BioScience). UNC-45 single point mutant plasmids were generated using a Q5 site-directed mutagenesis kit (New England Biolabs) according to the manufacturer’s instructions. All oligonucleotides used in this study are listed in Supplementary Data 8. AH109 yeast cells were transformed with two plasmids, each expressing either an AD fusion protein or a BD fusion protein of interest in varying combinations, using the LiAc/SS carrier DNA/PEG method described previously^85^. To select positive clones, cells were plated on synthetic defined medium (SD; 6.7 g/l yeast nitrogen base, 20 g/l glucose, 0.64 g/l dropout mix (Takara Bio)) depleted of leucine (Leu) and tryptophan (Trp). To identify interactions, selected clones were plated in serial dilutions starting at 0.1 OD at 600 nm on selection plates additionally depleted for histidine (His). Cell growth was monitored at 30 °C for 4–5 days.

### FLAG co-immunoprecipitation

Worms were grown to adulthood on OP50 plates at 15 °C and transferred to 25 °C for 24 h prior to sample collection. Worms were collected and washed, and worm pellets were snap frozen and stored at –80 °C until further processing. Protein was isolated by sonication in NP40 lysis buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP40, 0.25% sodium deoxycholate) supplemented with cOmplete protease inhibitor cocktail (Roche). Protein concentration in cleared lysates was measured using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). 0.5–1.0 mg total protein was diluted in PBS with 0.02% Tween-20 (PBS-T) and incubated with 1 µg mouse anti-FLAG antibody (M2, Sigma) overnight at 4 °C. The next day, magnetic Dynabeads Protein A (Life Technologies) were added and incubated for 1 h at 4 °C. The beads were then washed four times in PBS-T, and bound proteins were eluted by boiling in 2x SDS sample buffer (125 mM Tris pH 6.8, 4% SDS, 4% glycerol, bromphenol blue, 0.05% β-mercaptoethanol) for 10 min at 95 °C and separated by SDS-PAGE. Co-immunoprecipitation experiments were performed similarly using the UNC-54/ MHC B antibody or the UNC-45 antibody. Western blotting was performed using antibodies against FLAG (F7475, Sigma), HA (H6908, Sigma), UNC-45 (not commercially available, Hoppe Lab), UNC-54 (mAb 5-8, DSHB), and tubulin (T6074, Sigma). All antibodies used in this study are also listed in Supplementary Data 9. Proteins were detected by immunoblotting on Immobilon-FL PVDF membranes (Millipore) in an Odyssey scanning system (Li-COR Biosciences).

### RNA isolation and qRT-PCR

RNA isolation from frozen worm pellets was performed using Trizol reagent (Thermo Fisher Scientific) and the RNeasy MiniKit (Qiagen) according to the manufacturer’s instructions, including DNase I treatment (Qiagen). Next, 0.5–2 µg of total RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems), including RNase Inhibitor (Applied Biosystems) in all reactions. Quantitative real-time PCR (qRT-PCR) was performed using the Luna Universal qPCR Master Mix (New England Biolabs) and the Bio-Rad CFX96 Real-Time PCR Detection System. Two technical replicates were analysed per sample. Gene expression levels were calculated by the ΔCt method using *cdc-42* and *pmp-3* as housekeeping genes. All oligonucleotides used in this study are listed in Supplementary Data 8.

### RNA interference experiments

To achieve transient *C. elegans* gene knockdown (KD), the RNA interference (RNAi) feeding method was used as described^86^. Briefly, *E. coli* HT115 bacteria expressing the respective double-stranded RNA (dsRNA) of *nhl-1* or *F40A3.6* were taken from the open reading frame (ORF) RNAi feeding libraries^71^ provided by BioScience. All RNAi clones were confirmed to contain the correct gene by sequencing. To achieve double knockdown from the same plasmid, the *F40A3.6* sequence was excised from the respective ORFeome plasmid using EcoRV (F40A3.4 ORF, 830 bp) and cloned into the *nhl-1* RNAi plasmid in between the T7 promoters by restriction digestion with AfeI/MscI, removing 90 bp of the *nhl-1* ORF, and retransformed into *E. coli* HT115. As a control, bacteria carrying the empty pPD129.36 vector were used for feeding. For the RNAi treatment, age-synchronized L1 larvae were transferred to RNAi plates containing 100 µg/ml ampicillin and 2 mM IPTG, and seeded with overnight cultures of the respective HT115 clones.

### Body bend motility assay

For body bend assays, individual young adult worms were placed in 1 ml of M9 buffer and body bends were counted over 30 s and converted to one minute.

### Bortezomib treatment

For proteasomal inhibition by bortezomib in an OptIMMuS experiment, *myo-3p*::ChR2(C128S;H134R)-expressing worms were grown on NGM plates supplemented with 10 µM bortezomib or the same volume of DMSO and seeded with OP50 supplemented with or without 0.1 mM all-*trans* retinal (ATR) from L4 larval stage at 18 °C. In parallel, worms grown without ATR supplementation served as control, where the expressed ChR2 protein remained non-functional.

### SDS-PAGE and western blot

Protein samples in SDS sample buffer (125 mM Tris pH 6.8, 4% SDS, 4% glycerol, bromphenol blue, 0.05% β-mercaptoethanol) obtained from co-immunoprecipitation or after RNAi treatment were separated on self-poured Bis-Tris poly-acrylamide gels in MOPS running buffer (50 mM MOPS, 50 mM Tris pH 7.7, 0.1% SDS, 1 mM EDTA) and transferred to Immobilon-FL PVDF membranes (Millipore) using a wet blotting system (GE Healthcare). The transfer was verified using stain-free detection in the ChemiDoc Touch Imaging System (BioRad). Membranes were blocked in 5% (w/v) milk (Roth) in TBS with 1% Tween-20 (TBS-T) and incubated in primary antibody solutions in RotiBlock (Roth) in TBS overnight at 4 °C. The following day, membranes were incubated in fluorescent secondary antibody solutions in RotiBlock/TBS-T supplemented with 0.01% SDS. Proteins were detected with an Odyssey scanning system (Li-COR Biosciences) using the software Image Studio 5.2 (LI-COR Biosciences) and quantified using Image Studio Lite 5.2. Repeated-measures one-way ANOVA and post-hoc multiple comparisons tests were performed on log2-transformed values in GraphPad Prism 7. The antibodies used in this study were as follows (see Supplementary Data 9): mouse monoclonal anti-α-tubulin (B-5-1-2) (Sigma, catalogue number T6074, 1:5,000); mouse monoclonal anti-FLAG (M2) (Sigma, catalogue number F3165, 1:10,000); rabbit anti-HA (Sigma, catalogue number H6908, 1:1000); mouse anti-MHC B (DSHB, catalogue number mAb 5-8, 1:2000); rabbit anti-UNC-45 (Hoppe-lab/Biogenes Berlin, custom antibody, 1:10,000)^22^. Secondary antibodies: IRDye 800CW donkey anti-mouse IgG (H + L) (LI-COR Biosciences, catalogue number 926-32212, 1:10,000); IRDye 800CW donkey anti-rabbit IgG (H + L) (LI-COR Biosciences, catalogue number 926-32213, 1:10,000); IRDye 680 donkey anti-mouse IgG (H + L) (LI-COR Biosciences, catalogue number 962-32222, 1:10,000); IRDye 680 donkey anti-rabbit IgG (H + L) (LI-COR Biosciences, catalogue number 962-32223, 1:10,000).

### Statistics and reproducibility

Statistical details of experiments are described in the legends of the figures in which the relevant results are presented. GraphPad Prism 7 software was used for statistical analyses. In general, statistical tests were performed according to the recommendations of the software and are indicated in the corresponding figure legends. All statistical tests were two-sided. When data points were not normally distributed, data were log2-transformed so that parametric tests could be used. Results are usually presented as median and 95% confidence interval (CI) or mean and standard error of mean (SEM). All representative microscopy images and blots were performed in at least *n* = 3 independent experiments except for the following: TEM was performed as *n* = 1 experiment on *n* = 2 individual worms per condition. Representative images in Fig. 2a and b are shown out of *n* = 22 and 19 body wall muscle cells (left to right). Expression of *nhl-1* in body wall muscle was initially observed visually by fluorescence microscopy. Fixation and imaging was performed in *n* = 2 independent experiments and a representative image is shown in Fig. 4a. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

### Source data

Source Data

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession code GSE241906. Mass spectrometry data that support the findings of this study have been deposited in ProteomeXchange under accession codes PXD045078 (whole worm proteomics), PXD045081 (proximity proteomics), and PXD045076 (UNC-54/myosin Co-IP). Plasmids and *C. elegans* strains generated in this study will be distributed to other researchers upon request. All data supporting the findings of this study are available within the article, the Supplementary Information or the Source Data and extra data are available from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Optogenetic induction of mechanical muscle stress identifies myosin regulatory ubiquitin ligase NHL-1 in C. elegans
**Source:** Nat Commun. 2024 Aug 11;15:6879. doi: 10.1038/s41467-024-51069-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Optogenetic induction of mechanical muscle stress identifies myosin regulatory ubiquitin ligase NHL-1 in *C. elegans***

**Carl Elias Kutzner<sup>1,2,3</sup>, Karen Carolyn Bauer<sup>1,2</sup>, Jan-Wilm Lackmann<sup>2</sup>, Richard James Acton<sup>4</sup>, Anwesha Sarkar<sup>5</sup>, Wojciech Pokrzywa<sup>5</sup>, Thorsten Hoppe<sup>1,2,3,\*</sup>**

**Supplementary Files include**

Supplementary Figures S1 to S7

Supplementary Movies V1 and V2 as separate MP4 files

Supplementary Tables 1 to 9 as one separate Supplementary Data Microsoft Excel file

Supplementary Methods

Supplementary References

**a**

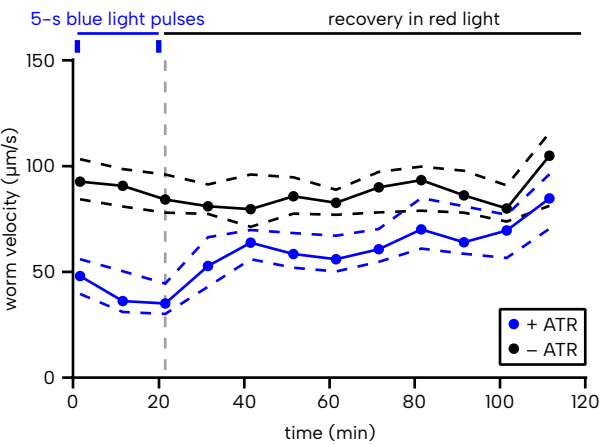

**b**

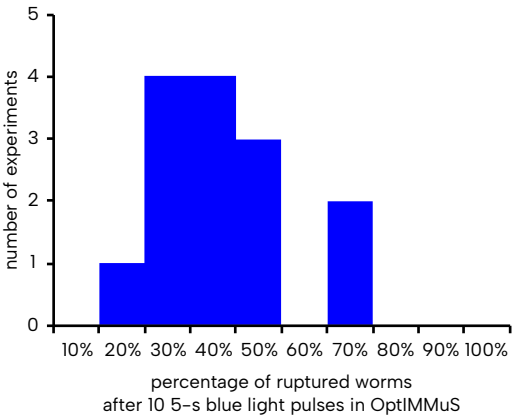

**c**

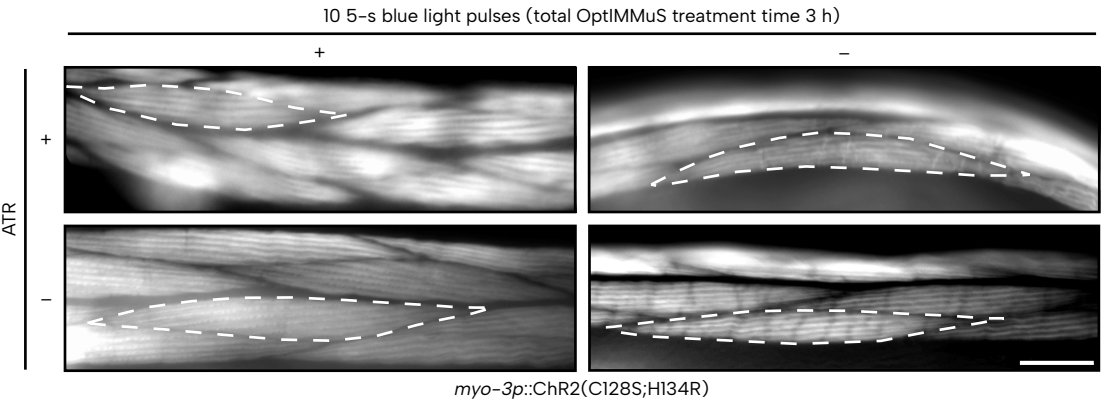

**Supplementary Figure S1. OptIMMuS triggers sustained muscle contraction and vulval rupture in *C. elegans*.** **a**, Worm velocity in  $\mu\text{m}$  per second measured in the WormLab system from 75 individual worms showing reduced movement after two consecutive 5-s blue light pulses interrupted by a 20-min red light phase and slow recovery in the hour following the second pulse. Values are median ( $n = 75$ ) with 95% CI as interrupted lines. **b**, Histogram showing the frequency of occurrence of the percentage of worms with vulval rupture in 14 independent OptIMMuS experiments. **c**, Fluorescence micrographs of rhodamine-phalloidin-stained body wall muscle (BWM) cells in worms after 10 5-s blue light pulses interrupted by 20-min dark recovery phases on ATR and control worms without ATR or without blue light exposure. A single BWM cell is outlined with an interrupted white line. Scale bar: 20  $\mu\text{m}$ . Source data are provided as Source Data file.

**a**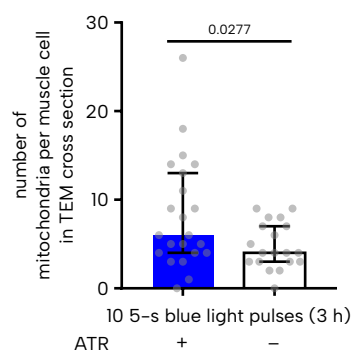**b**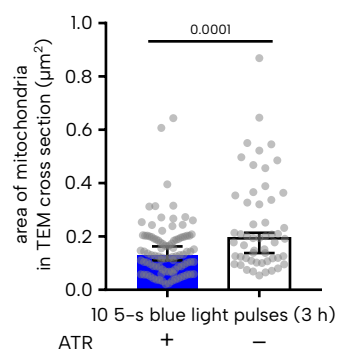**c**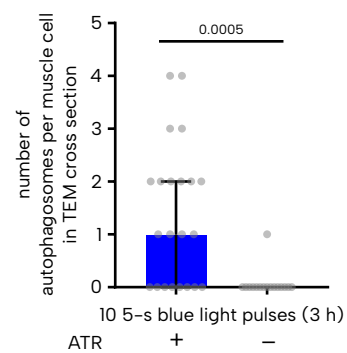

**Supplementary Figure S2. OptIMMuS-triggered sustained contractions stress muscle cells, alter mitochondrial morphology, and increase the number of autophagosomes. a,** Bar graphs showing increased numbers of mitochondria per body wall muscle (BWM) cell in transverse TEM sections in worms treated with ATR and 10 5-s blue light pulses interrupted compared to control without ATR. Values are median ( $n = 22$  and 19 cells [left to right] imaged in  $n = 2$  individual worms per condition) with 95% CI. **b,** Bar graphs showing decreased areas of mitochondria per BWM cell in transverse TEM sections in worms treated with ATR and 10 5-s blue light pulses interrupted compared to control without ATR. Values are median ( $n = 96$  and 54 mitochondria [left to right] in  $n = 11$  and 10 cells, respectively, imaged in  $n = 2$  individual worms per condition) with 95% CI. **c,** Bar graphs showing increased numbers of autophagosomes per BWM cell in transverse TEM sections in worms treated with ATR and 10 5-s blue light pulses interrupted compared to control without ATR. Values are median ( $n = 22$  and 16 cells [left to right] imaged in  $n = 2$  individual worms per condition) with 95% CI. In **a**, **b** and **c**, p-values compared to control in two-tailed unpaired Student's t-tests. Source data are provided as Source Data file.

**a**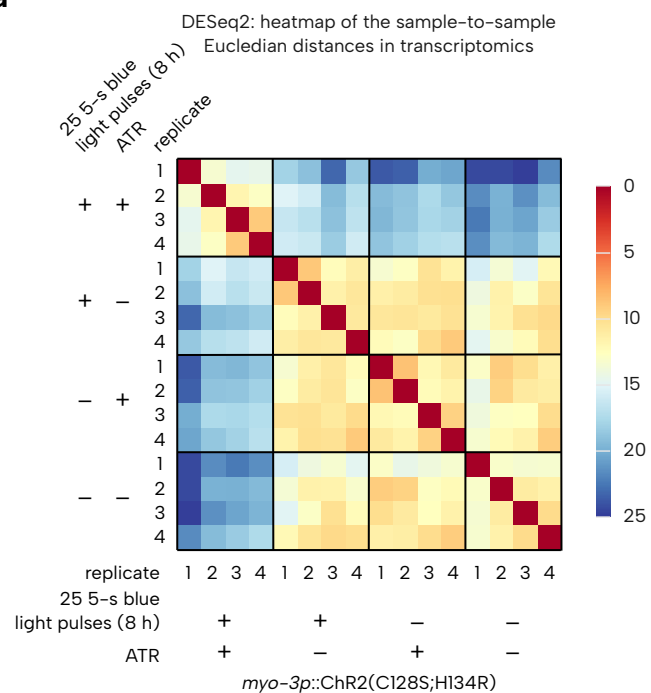**b**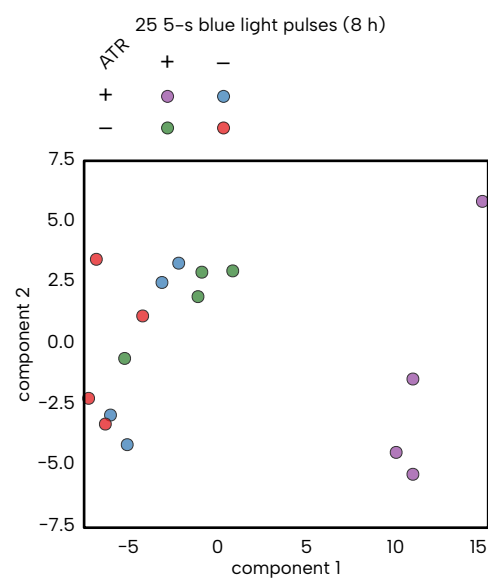**c**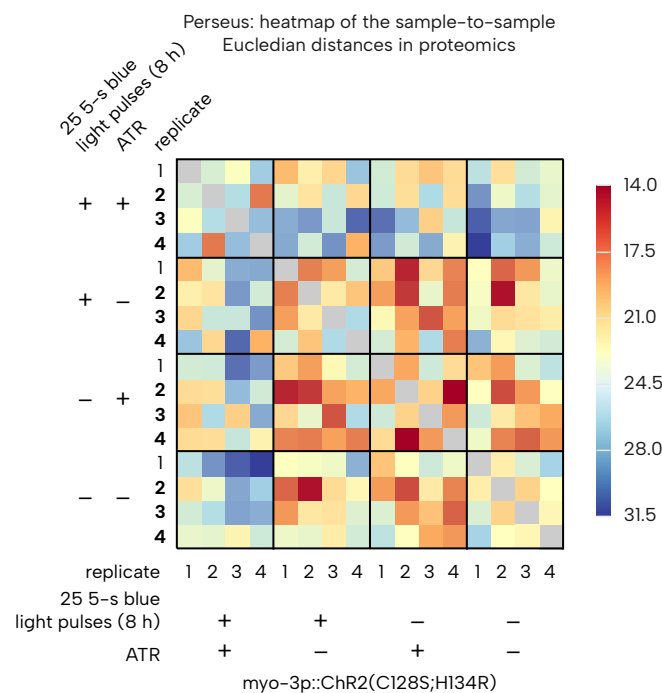**d**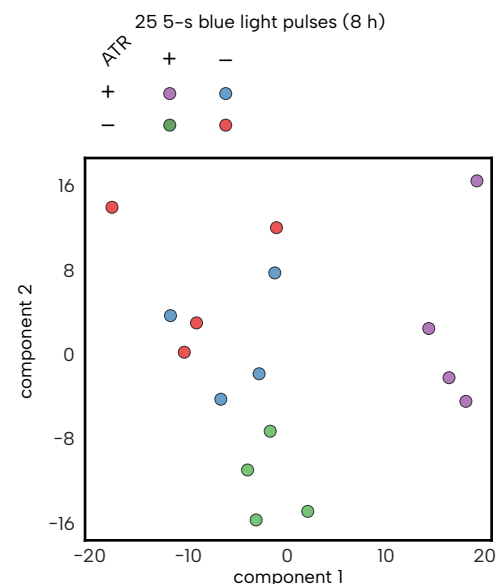

**Supplementary Figure S3. OptIMMuS-triggered sustained contractions rewire the transcriptome and proteome, resulting in distinct molecular changes compared to the three controls in an OptIMMuS experiment.** **a**, Heatmap of sample-to-sample Euclidean distances in transcriptomics showing the similarity of the three controls in the OptIMMuS experiment. Calculated in DEseq2 (v1.30.1)<sup>1</sup> and generated with MultiQC. **b**, Principal component analysis of transcriptomics samples. Calculated in DEseq2 (v1.30.1)<sup>1</sup> and generated with MultiQC. **c**, Heatmap of sample-to-sample Euclidean distances in proteomics showing the similarity of the three controls in the OptIMMuS experiment. Calculated in Perseus 1.6.15<sup>2</sup>. **d**, Principal component analysis of proteomics samples. Calculated in Perseus 1.6.15<sup>2</sup> and visualized in InstantClue<sup>3</sup>. Source data are provided as Source Data file.

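The paper's text does not name the transformation behind the distances, and the regularized log of DESeq2 was used here on the 21105 genes with counts. The mean Euclidean distance between a light plus ATR library and a control library was 19.1, and that among the 12 control libraries 11.5, a ratio of 1.67. No other choice of 4 of the 16 libraries gave as large a ratio (exact permutation test over all choices, p = 5.49e-04, the smallest they allow). Other transformations and gene selections gave ratios between 1.45 and 1.80. The mean distance of the light plus ATR libraries was 17.4 to light minus ATR, 19.0 to dark plus ATR and 20.9 to dark minus ATR, and 12.5 to each other. Within the control groups it was 10.8, 10.7 and 11.9, in the same order. Light plus ATR replicate 4 lay farthest from the controls, at 21.6 against 17.8 to 18.5 for the other light plus ATR libraries, and without it the ratio was 1.59.

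**Figure D3:**
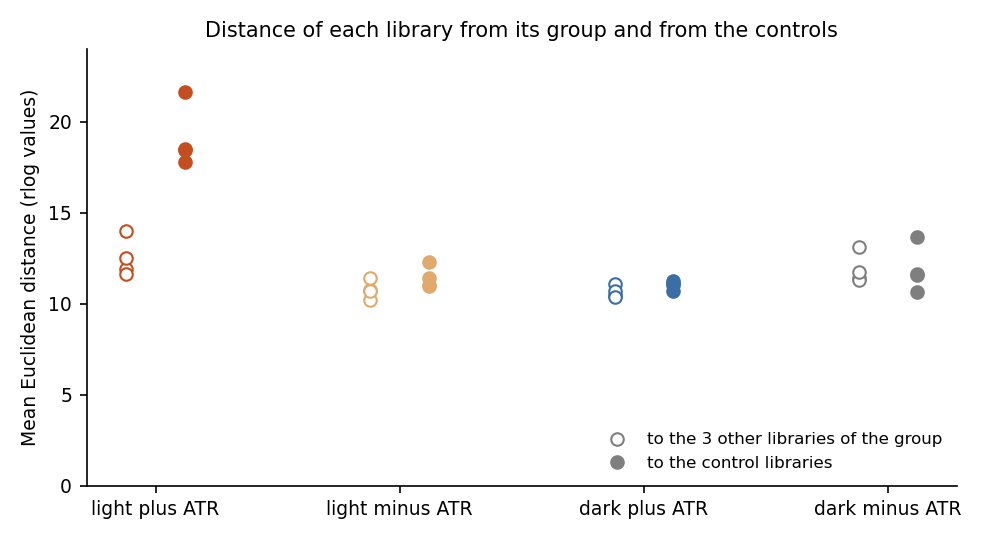
Mean Euclidean distance, in rlog units, of each library to the other libraries of its group (open circles) and to the control libraries of the experiment (filled circles), by condition. The light plus ATR libraries lie 17.8 to 21.6 from the controls, farther than any control library does.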

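In a principal component analysis of the 500 most variable genes after the same transformation, the first component held 52.4% and the second 12.7% of the variance. Light plus ATR libraries had first component values of 6.63 or more, while the controls lay between -4.29 and 0.27. With all genes in place of 500, the first component held 47.7% of the variance. The control conditions overlapped with each other along the first component, where light minus ATR replicate 4 lay nearest to the light plus ATR libraries.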

Supplementary Figure S4

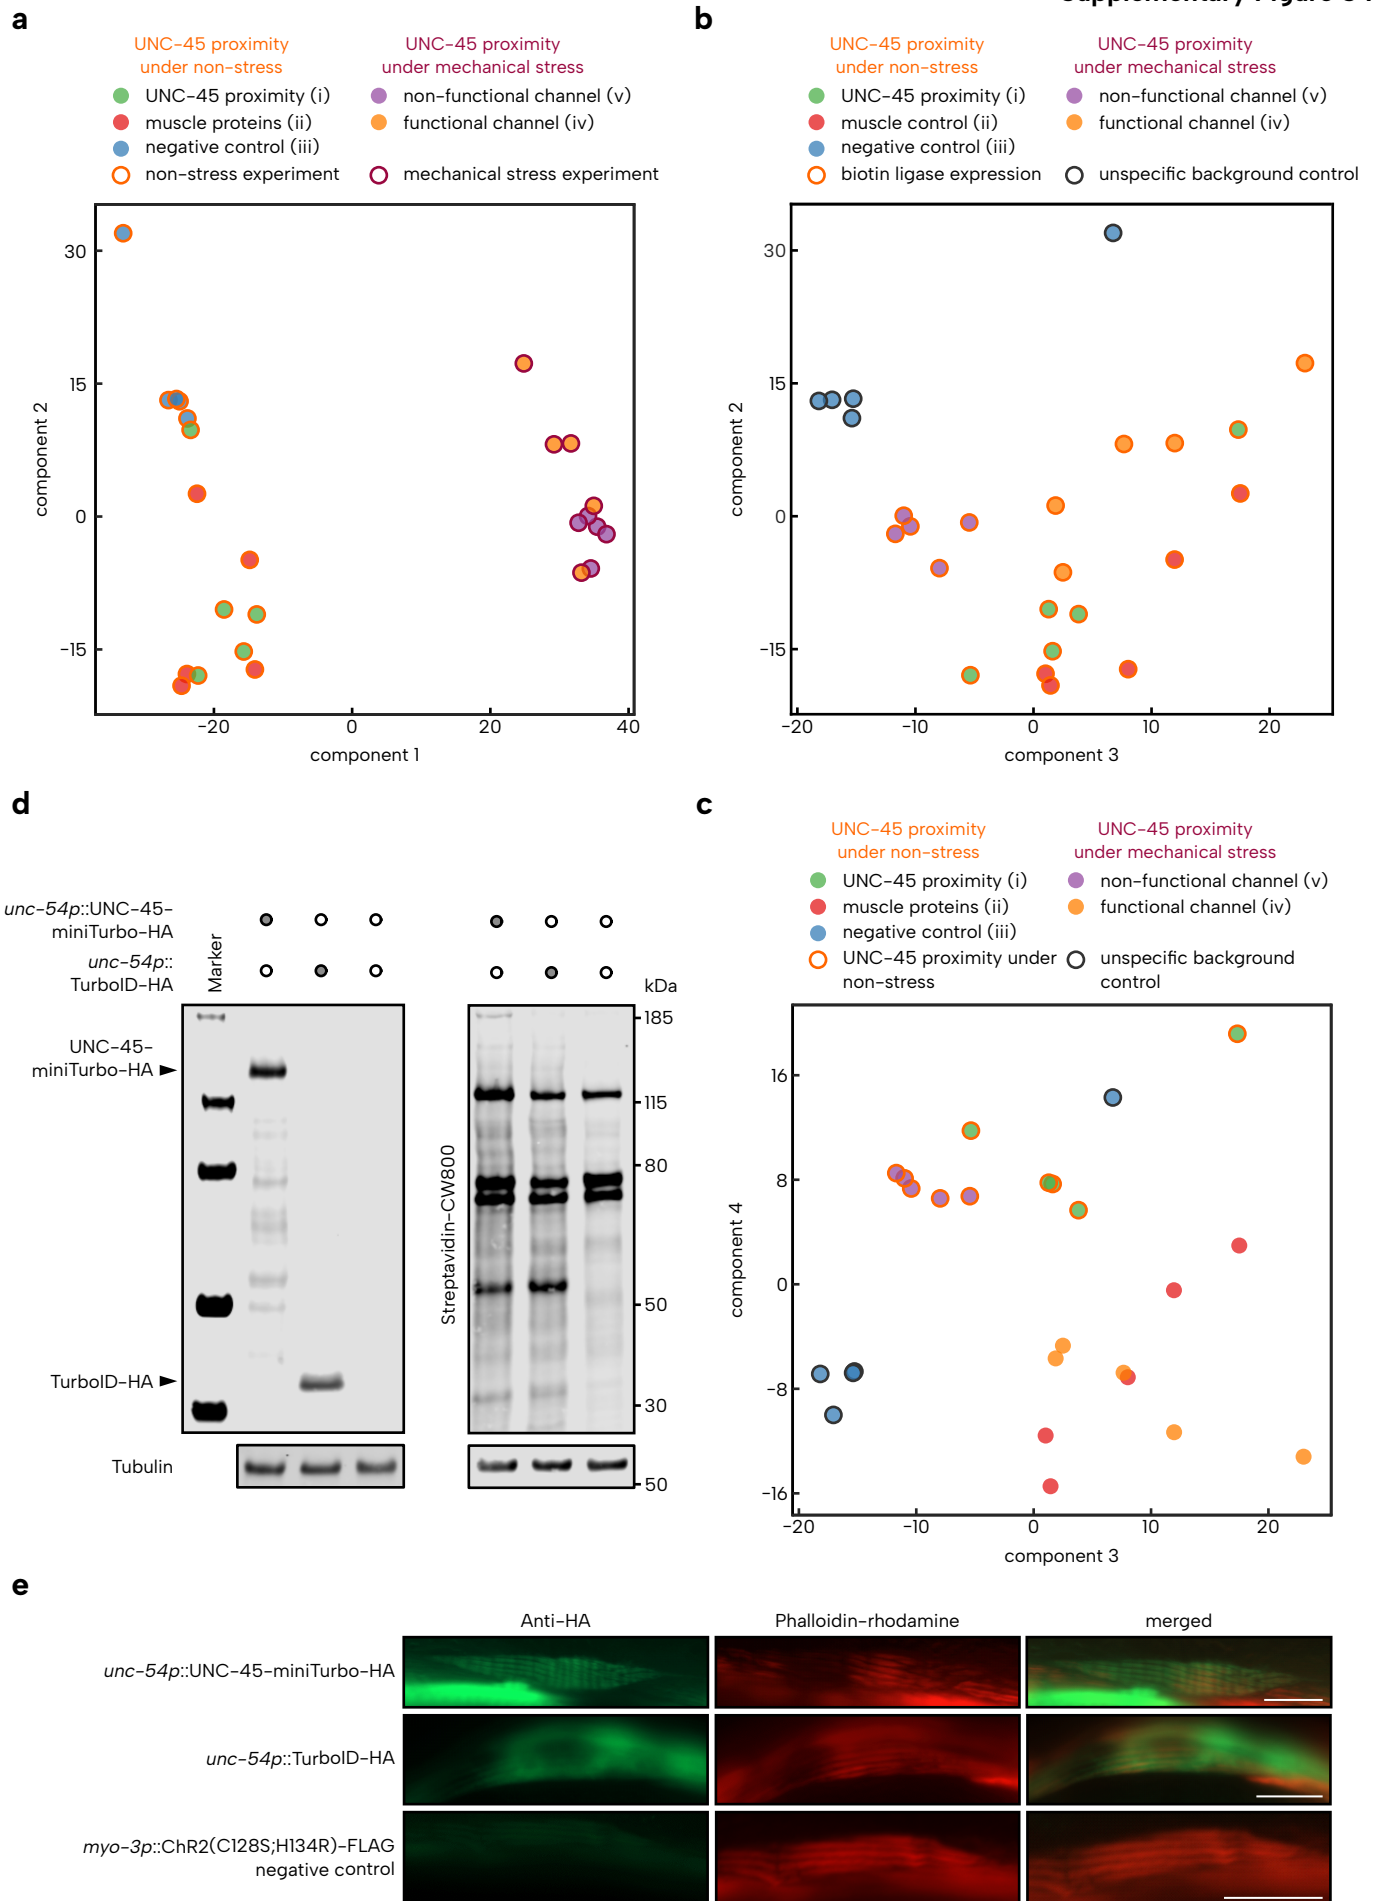

**Supplementary Figure S4. Principal component analysis of proximity proteomics samples allows the combination of the mass spectrometry experiments in subsequent analyses.**

Principal component analysis was calculated in Perseus 1.6.15<sup>2</sup> and visualized in InstantClue<sup>3</sup>.

**a**, Principal component 1 separates the samples according to non-stress and mechanical stress experiments. **b**, Principal components 2 and 3 separate the samples according to biotin ligase expression or background control of endogenously biotinylated proteins and unspecific binders. **c**, Principal components 3 and 4 show the similar clustering of the UNC-45 proximity samples under non-stress conditions in both experiments. **d**, Western blot of muscle-expressed UNC-45-miniTurbo-HA, TurboID-HA, biotinylated proteins, and the housekeeping protein tubulin in lysates of transgenic worms shows similar expression levels of the biotin ligases and comparable biotinylation patterns enhanced over endogenous background biotinylation in the control without biotin ligase expression. Representative result of  $n = 3$  independent experiments. **e**, Fluorescence micrographs of Anti-HA and rhodamine-phalloidin-stained body wall muscle cells in biotin ligase-expressing worms shows expression of UNC-45-miniTurbo and TurboID in muscle cells. Scale bars: 20  $\mu\text{m}$ . Representative result of  $n = 1$  independent experiments. Source data are provided as Source Data files.

**a**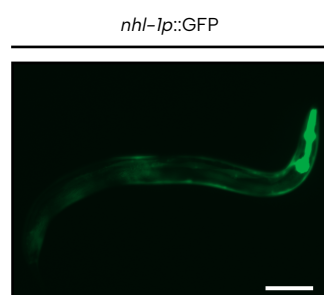**b**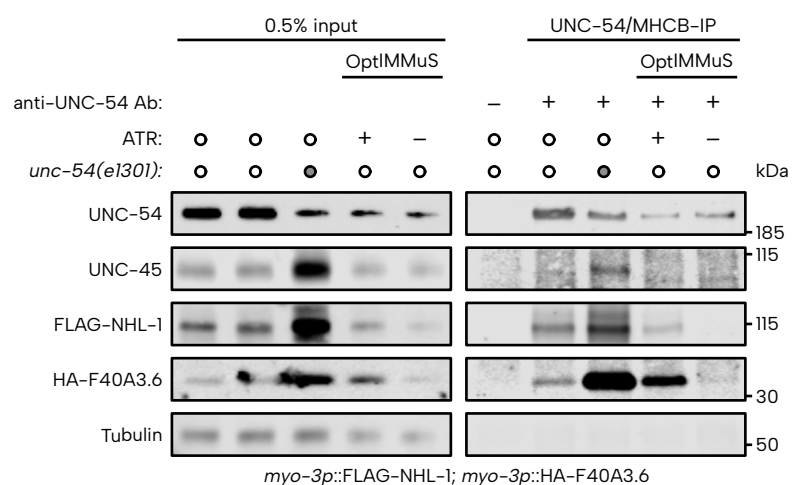**c**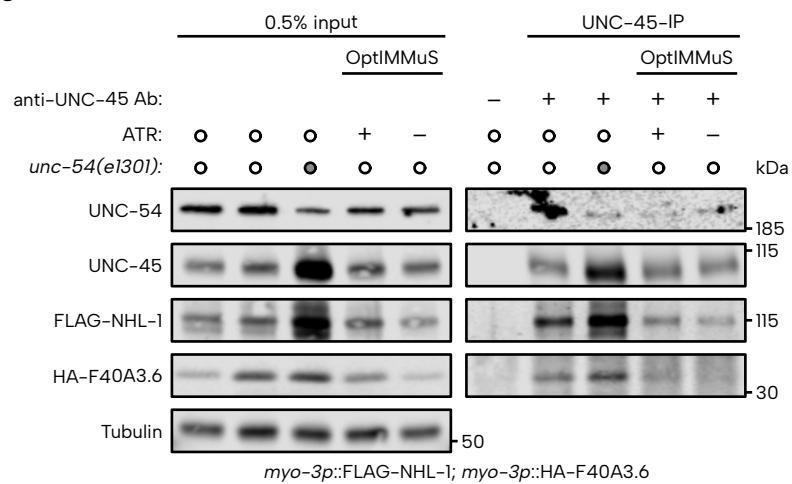

**Supplementary Figure S5. NHL-1 and F40A3.6 physically interact with UNC-45 and muscle myosin.** **a**, Fluorescence micrograph of a young adult worm carrying an extrachromosomal *nhl-1p::GFP* transcriptional reporter transgene shows *nhl-1* expression in body wall muscle cells and pharynx. Representative result of  $n = 2$  independent experiments. Scale bar: 100  $\mu\text{m}$ . **b**, Western blot after immunoprecipitation of myosin/UNC-54 in wild-type (WT) and *unc-54(e1301)* worms and after 13 5-s blue light pulses in OptIMMuS shows the binding of UNC-45 and transgenically muscle-expressed FLAG-NHL-1 and HA-F40A3.6. Representative result of  $n = 3$  independent experiments. **c**, Western blot after immunoprecipitation of UNC-45 in WT and *unc-54(e1301)* worms and after 13 5-s blue light pulses in OptIMMuS shows the binding of UNC-54/myosin and transgenically muscle-expressed FLAG-NHL-1 and HA-F40A3.6. Representative result of  $n = 3$  independent experiments. Source data are provided as Source Data file.

Supplementary Figure S6

**a**

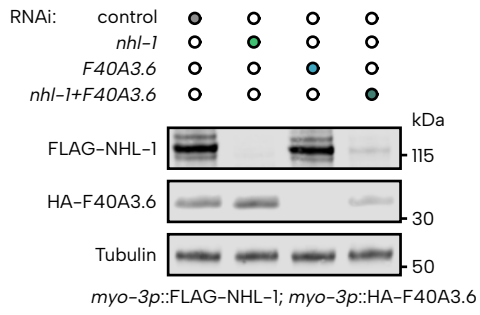

**b**

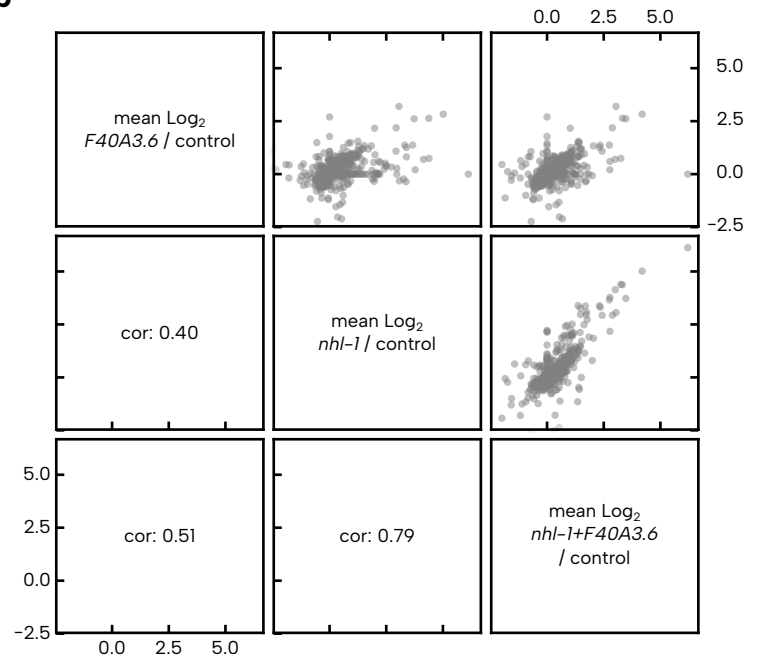

**c**

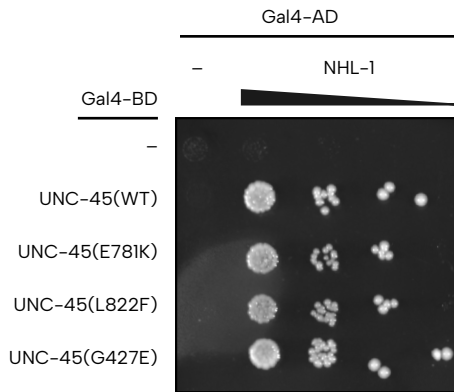

**d**

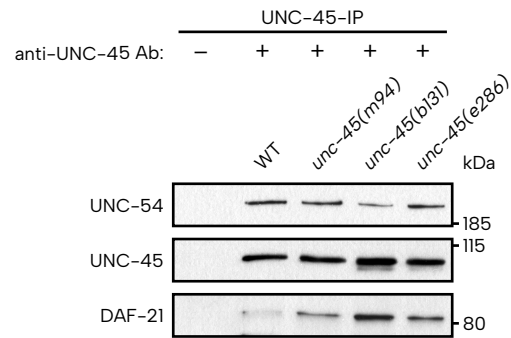

**Supplementary Figure S6. Efficiency of *nhl-1* and *F40A3.6* RNAi treatments alone and together from the same plasmid and interaction of UNC-45 mutant proteins with NHL-1 and myosin.** **a**, Western blot of muscle-expressed FLAG-NHL-1, HA-F40A3.6, and the housekeeping protein tubulin in lysates of transgenic worms shows a higher efficiency of the RNAi-mediated depletion of *nhl-1* and *F40A3.6* individually than together from the same plasmid compared to control. Result of  $n = 1$  experiment is shown. **b**, RNAi-mediated changes in co-immunoprecipitated UNC-54 interactors show a wider spread upon *nhl-1* RNAi compared to control and a higher correlation between *nhl-1* and *nhl-1+F40A3.6* RNAi compared to control. Correlations calculated in InstantClue<sup>3</sup>. **c**, Yeast grown on an SD/–Leu/–Trp/–His yeast two-hybrid agar plate after 5 days at 30°C show growth and binding of NHL-1 to UNC-45 WT and mutant proteins. Representative result of  $n = 3$  independent experiments. **d**, Western blot after immunoprecipitation of UNC-45 in wild-type (WT) and *unc-45* mutant worms shows reduced binding of UNC-54/myosin in *unc-45(b131)* worms. Representative result of  $n = 2$  independent experiments. Source data are provided as Source Data file.

# Supplementary Figure S7

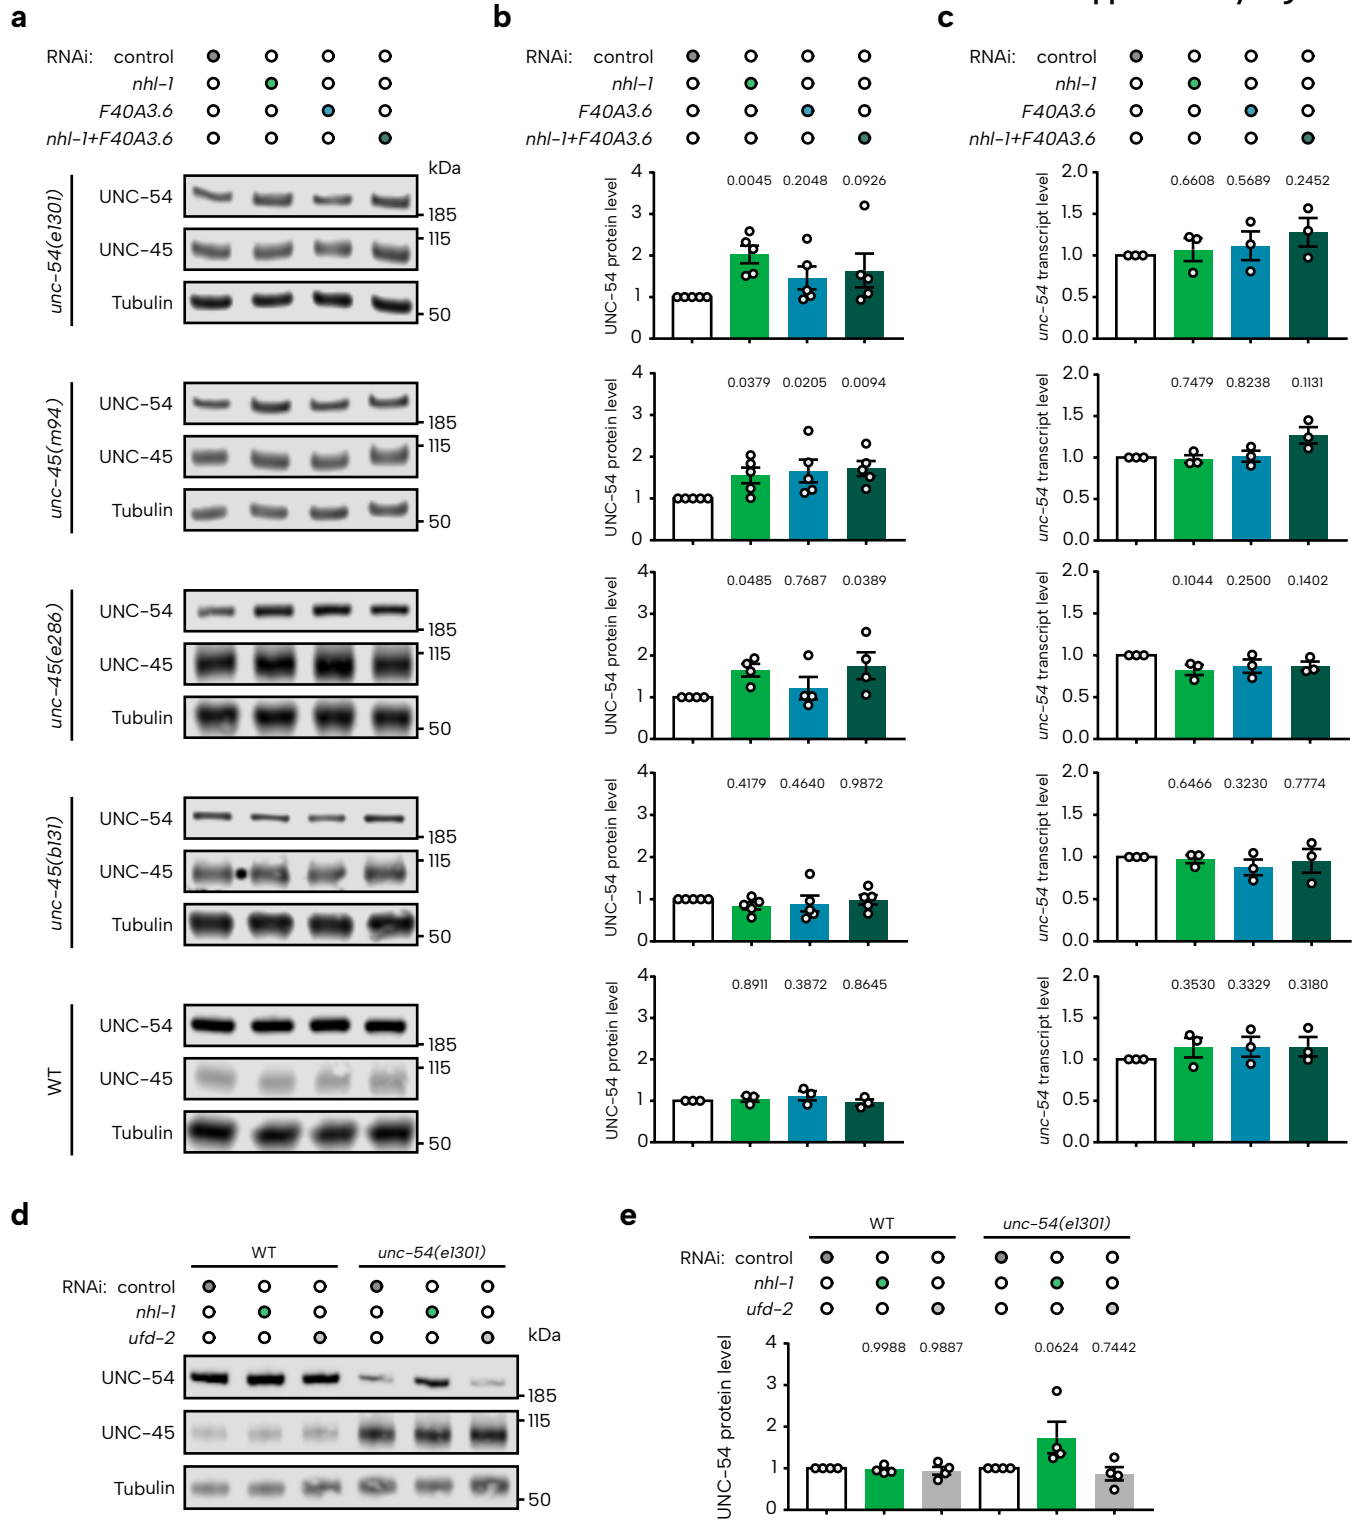

**Supplementary Figure S7. The E3 ligase NHL-1 and its binding partner F40A3.6 regulate myosin protein levels.** **a**, Western blots of UNC-54/myosin, UNC-45, and the housekeeping protein tubulin in lysates from myosin misfolding mutants show an increase in myosin/UNC-54 protein levels but not UNC-45 levels upon RNAi-mediated depletion of *nhl-1* compared to control. Representative results of  $n = 5, 5, 4, 4, 3$  independent experiments (top to bottom). The Western blot for *unc-54(e1301)* from Fig. 5e is shown here again for completeness. **b**, Quantification of UNC-54/myosin protein levels detected as in **a** normalized to tubulin protein levels and to RNAi control. Values are mean ( $n = 5, 5, 4, 4, 3$  independent experiments, top to bottom) with SEM; p-values compared to control in repeated-measures one-way ANOVA with Dunnett's multiple comparisons test of log2-transformed values. The results for *unc-54(e1301)* from Fig. 5f are shown here again for completeness. **c**, Relative *unc-54* transcript levels determined by qRT-PCR show no significant change in endogenous expression levels in myosin misfolding mutants upon RNAi-mediated depletion of *nhl-1*, *F40A3.6*, or both compared to control. Values are mean ( $n = 3$  independent experiments) with SEM; p-values of one-sample t-test against 1. **d**, Western blot of UNC-54/myosin, UNC-45, and the housekeeping protein tubulin in lysates from wild-type (WT) and the *unc-54(e1301)* myosin misfolding mutant worms shows an increase in myosin/UNC-54 protein levels upon RNAi-mediated depletion of *nhl-1* but not of *ufd-2* compared to control. Representative result of  $n = 4$  independent experiments. **e**, Quantification of UNC-54/myosin protein levels detected as in **d** normalized to tubulin protein levels and to RNAi control. Values are mean ( $n = 4$  independent experiments) with SEM; p-values compared to control RNAi in repeated-measures one-way ANOVA with Sidak's multiple comparisons test of log2-transformed values. Source data are provided as Source Data files.

## **Supplementary Methods**

### **Microscopy video of a blue light pulse**

For supplementary microscopy videos, the 5-s blue light pulse was generated manually with a CoolLED pE-300ultra light source using the blue LED (450 nm) and a liquid light guide. The light intensity was matched to the light intensity of 10  $\mu\text{W}$  per  $\text{mm}^2$  inside the OptIMMuS incubator by parallel measurement using the ThorLabs Power and Energy Meter PM100D with a S120C Photodiode Power Sensor (400-1100 nm, 50 mW) at the wavelength setting 450 nm (range 1.9 mW).

### **Transmission electron microscopy**

After 10 5-s blue light pulses interrupted by 20-min dark recovery phases on plates with or without ATR (3 h OptIMMuS treatment time), 5–10 *C. elegans* worms were picked from a plate and transferred into a membrane carrier (Leica #16707898) prefilled with 20% polyvinylpyrrolidone in PBS. Carriers were mounted in sample pods and frozen using the EmPACT2 (Leica). Samples were stored in liquid nitrogen until further processing and analysis by the CECAD imaging facility. Freeze substitution was performed using the AFS 2 (Leica) with a mixture of 0.1% tannic acid (Sigma), 0.5% glutaraldehyde (Science Services) and 2% ddH<sub>2</sub>O in acetone (Sigma) at  $-90^{\circ}\text{C}$ . After 96 h, the samples were washed three times with acetone at  $-90^{\circ}\text{C}$  and incubated with 2% osmium tetroxide in acetone for 35 h. The temperature was increased  $5^{\circ}\text{C}$  per hour and held at  $-20^{\circ}\text{C}$  for 16 h. The temperature was increased  $6^{\circ}\text{C}$  per hour to  $4^{\circ}\text{C}$  and the samples were washed four times with acetone and incubated overnight in propylene oxide (Sigma). Samples were infiltrated with 50% Epon (Sigma) in propylene oxide for 5 h, 90% Epon in propylene oxide overnight, and twice pure Epon for 3 h. Individual *C. elegans* worms were removed from the membrane carrier, mounted in flat embedding molds, filled with Epon, and cured at  $60^{\circ}\text{C}$  for 48 h. The head or tail region was cut longitudinally or transversely into 70 nm ultrathin sections using an ultramicrotome (Leica Microsystems, UC6).

and a diamond knife from Diatome (Science Services) and stained with 1.5% uranyl acetate (Agar Scientific) for 15 min at 37°C and 3% Reynolds lead citrate solution prepared from lead (II) nitrate (Roth) and trisodium citrate dehydrate (Roth) for 2 min. The sections were imaged on a JEM-2100Plus transmission electron microscope (JEOL). The number of mitochondria per body wall muscle cell, the area of each body wall muscle cell, and the number of autophagosomes per body wall muscle cell were measured in the images of cross-sections.

### **RNA-seq analysis**

RNA-seq library preparation and sequencing were performed by the Cologne Center for Genomics (CCG), Germany (<https://cgg.uni-koeln.de/>). RNA quality after RNA extraction was determined using the TapeStation system (Agilent) with TapeStation Analysis Software 3.2 (Agilent). RNA-seq library preparation with poly(A) enrichment was performed on 2 µg total RNA using the TruSeq Stranded mRNA Prep kit (Illumina) including ERCC spike-in. 

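ERCC spike-ins are RNAs added in a known amount, so their share of the counts varies inversely with the amount of worm mRNA in a sample. They made up 0.802 ± 0.0631% of the counts in light plus ATR and 0.786 ± 0.0637% in light minus ATR (SD, n = 4 each). In dark plus ATR the share was 0.758 ± 0.0318% and in dark minus ATR 0.836 ± 0.0788% (SD, n = 4 each). The spread between libraries of a condition was thus larger than the difference between the light conditions. When the libraries were scaled by their ERCC counts, 1334 genes differed between them, 935 higher and 399 lower in light plus ATR, and 1324 of these were also changed after TMM scaling, in the same direction. Scaling by library totals gave 2655 genes, of which 2057 were higher and 598 lower. After TMM, 51.5% of the changed genes were higher, against 70.1% under ERCC scaling and 77.5% under library totals, so the balance of rises and falls depends on the scaling. The 10 most abundant genes took 6.43 ± 0.278% of the counts in light plus ATR and 7.29 ± 0.313% in light minus ATR (SD, n = 4 each).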

Libraries were sequenced with 30 million 100 bp paired-end reads on an NovaSeq 6000 (Illumina). RNA-seq analyses were performed by the CECAD bioinformatics facility using the nf-core<sup>4</sup> RNA-seq pipeline (v3.0). Transcripts were mapped to the *C. elegans* genome WBcel235 from Ensembl (v103). Differential expression analysis of blue light plus ATR versus blue light minus ATR was performed in R (v4.0.3) using DESeq2 (v1.30.1)<sup>1</sup>. 

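The paper's text does not say which libraries entered this comparison. With DESeq2's Wald test on all 16 libraries, 2644 genes had an adjusted p under 0.05, of which 2280 were also called by edgeR, in the same direction. Light plus ATR differed from dark plus ATR in 4169 genes (2431 higher and 1738 lower) and from dark minus ATR in 5546 (3068 higher and 2478 lower). Past all 3 comparisons in the same direction were 2045 genes, 1058 higher and 987 lower. These comparisons share the light plus ATR libraries, so they are not independent. In 20 simulations without any change between groups, a mean of 0 such genes passed. This number does not measure the effect of sharing, since adjustment leaves few calls where nothing changed. Across genes, log2 fold changes against light minus ATR correlated with those against dark plus ATR at 0.81 and dark minus ATR at 0.79. Sharing alone gave 0.50 and 0.48 in the simulations. The controls differed little. No gene passed between light minus ATR and dark minus ATR, although 2012 genes had an unadjusted p at or under 0.05 and DESeq2 called 165, while 10 passed between dark plus ATR and dark minus ATR and 8 between light minus ATR and dark plus ATR. The effect of ATR differed between light and dark in 787 genes by the interaction of light and ATR (388 with a higher and 399 with a lower effect in light).
The largest rise, among genes with a mean log2 CPM of at least 1 and no overlap with any control library, was that of the aspartic protease gene asp-12 (WBGene00017678, chromosome V from 8269210 to 8272056). Its expression was 353 ± 33.9 CPM in light plus ATR and 44.8 ± 8.79 in light minus ATR (SD, n = 4 each), a log2 fold change of 2.98 (standard error 0.16, adjusted p = 2.26e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by ugt-18 (log2 fold change 2.82), clec-70 (2.21), ech-9 (2.10) and clec-53 (1.64). The largest fall was that of the acyl-CoA dehydrogenase gene acdh-2 (WBGene00015894, chromosome II from 5544778 to 5547492), from 21.4 ± 0.894 CPM in light minus ATR to 0.992 ± 0.676 in light plus ATR (SD, n = 4 each). Its log2 fold change was -4.41 (standard error 0.25, adjusted p = 1.3e-08 from the same test). Next came cyp-35A3 (log2 fold change -3.79), nhr-74 (-2.95), nas-3 (-2.57) and F53F1.4 (-2.15).

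**Figure D4:**
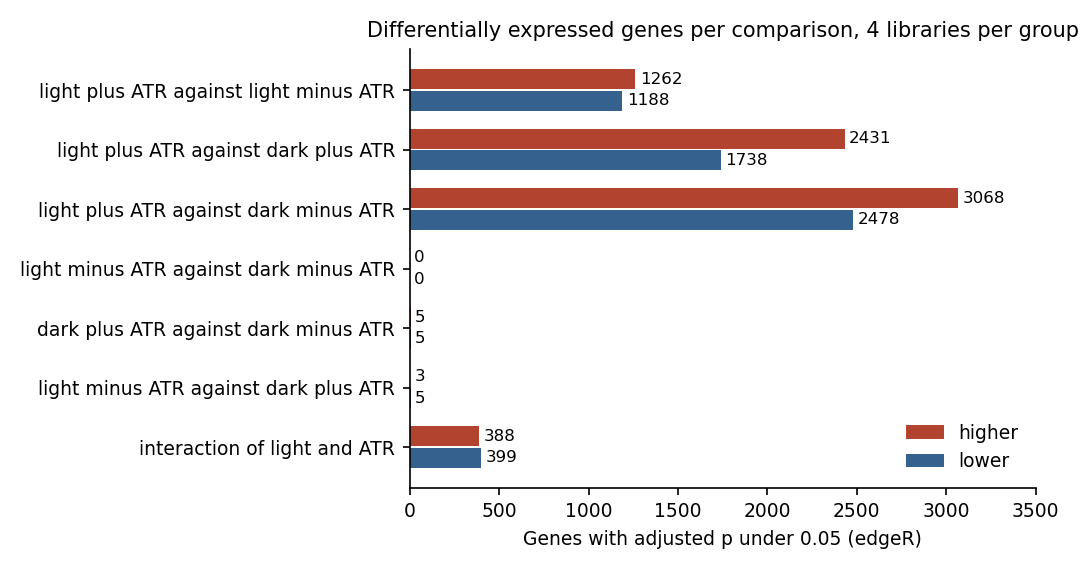
Number of genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test, higher and lower in the first condition named, for 6 pairs of conditions and for the interaction of light and ATR (4 libraries per condition). The comparisons with light plus ATR hold 2450 to 5546 genes and those between controls 0 to 10.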

Estimation of log-fold change shrinkage estimation was performed with apeglm (v1.12.0). p-values were adjusted for multiple testing using the Benjamini-Hochberg procedure.

### **Whole worm mass spectrometry analysis**

Samples in 8 M urea/50 mM TEAB buffer for whole proteome analysis (four conditions in four biological replicates as described for RNA-seq) were reduced with 5 mM DTT, alkylated with 40 mM CAA, and digested with 0.5 µg Lys-C and 1 µg trypsin. After overnight incubation, digestion was stopped by adding formic acid to 1%, peptides were loaded onto equilibrated

SDB-RPS stage tips and stored at 4°C until mass spectrometry analysis. All samples were analysed by the CECAD proteomics facility on a Q Exactive Plus Orbitrap mass spectrometer that was coupled to an EASY nLC (both Thermo Scientific). Peptides were loaded onto an in-house packed analytical column (50 cm, 75 µm inner diameter, filled with 2.7 µm Poroshell EC120 C18, Agilent) with solvent A (0.1% formic acid in water). Peptides were chromatographically separated at a constant flow rate of 250 nL/min using the following gradient: initial 4% solvent B (0.1% formic acid in 80% acetonitrile), 4–6% within 1.0 min, 6–30% solvent B within 200.0 min, 30–50% solvent B within 28.0 min, 50–95% solvent B within 1.0 min, followed by washing and column equilibration. The mass spectrometer was operated in data-dependent acquisition mode. The MS1 survey scan was acquired from 300–1750 m/z at a resolution of 70,000. The top 10 most abundant peptides were isolated within a 1.8 Th window and subjected to HCD fragmentation at a normalized collision energy of 27%. The AGC target was set to 5e5 charges, allowing a maximum injection time of 55 ms. Product ions were detected in the Orbitrap at a resolution of 17,500. Precursors were dynamically excluded for 40.0 s.

### **Pull-down of biotinylated proteins and mass spectrometry analysis**

To determine the cellular network of transient UNC-45 interactors under non-stress conditions, worms were grown to adulthood at 15°C (three conditions in five biological replicates). To detect changes in the UNC-45 interaction network upon mechanical stress, worms grown on plates with or without ATR were exposed to 13 5-s blue light pulses interrupted by 20-min dark recovery phases (two conditions in five biological replicates, total OptIMMuS treatment time 4 h). Worms were then collected and washed, and worm pellets were snap frozen and stored at –80°C until further processing. Protein from all five independent biological replicates per experiment was isolated together by sonication on ice in modified RIPA buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100) with cOmplete protease inhibitor cocktail (Roche). Protein concentration in cleared lysates was measured using a Pierce

BCA protein assay kit (Thermo Fisher Scientific). 3 mg total protein was diluted in PBS and incubated with equilibrated Streptavidin Sepharose High Performance Beads (GE Healthcare) overnight at 4°C. The beads were washed five times in PBS, and on-bead Lys-C/trypsin digestion was performed in 8 M urea/50 mM TEAB buffer with cOmplete protease inhibitor cocktail (Roche) as for whole worm mass spectrometry, followed by mass spectrometric analysis. All samples were analysed by the CECAD proteomics facility on a Q Exactive Plus Orbitrap mass spectrometer that was coupled to an EASY nLC (both Thermo Scientific). Peptides were loaded onto an in-house packed analytical column (40 cm length, 75 µm inner diameter, filled with 2.7 µm Poroshell EC120 C18, Agilent) with solvent A (0.1% formic acid in water). Peptides were chromatographically separated at a constant flow rate of 250 nL/min using the following gradient: initial 3% solvent B (0.1% formic acid in 80% acetonitrile), 3–5% B within 1.0 min, 5–30% solvent B within 65.0 min, 30–50% solvent B within 13.0 min, 50–95% solvent B within 1.0 min, followed by washing and column equilibration. The mass spectrometer was operated in data-dependent acquisition mode. The MS1 survey scan was acquired from 300–1750 m/z at a resolution of 70,000 and a maximum injection time of 20 ms. The top 10 most abundant peptides were isolated within a 1.8 Th window and subjected to HCD fragmentation at a normalized collision energy of 27%. The AGC target was set to 5e5 charges, allowing a maximum injection time of 110 ms. Product ions were detected in the Orbitrap at a resolution of 35,000. Precursors were dynamically excluded for 15.0 s.

#### **UNC-54/MHC B co-immunoprecipitation mass spectrometry analysis**

Worms were grown to adulthood on RNAi plates at 15°C and transferred to 25°C for 24 h prior to sample collection (four conditions). Worms were collected and washed, and worm pellets were snap frozen and stored at –80°C until further processing. Protein from all five independent biological replicates was isolated together by sonication in NP40 lysis buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP40, 0.25% sodium deoxycholate) supplemented with

25 mM N-ethylmaleimide, 20  $\mu$ M MG132, and cOmplete protease inhibitor cocktail (Roche). Protein concentration in cleared lysates was measured using a Pierce BCA protein assay kit (Thermo Fisher Scientific). 2.5 mg total protein was diluted in NP40 lysis buffer and incubated with 1  $\mu$ g anti-MHC B/-UNC-54 antibody (mAb 5-8, DSHB) at 4°C overnight, while four lysate samples from *unc-54(e1301)* worms on control RNAi were incubated without antibody addition. The next day, magnetic Dynabeads Protein A (Life Technologies) were added and incubated for 1 h at 4°C. The beads were then washed six times in RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 1% NP40, 0.1% SDS, 0.5% Na-deoxycholate) and once in PBS, and on-bead Lys-C/trypsin digestion was performed in 8 M urea/50 mM TEAB buffer with cOmplete protease inhibitor cocktail (Roche) as for whole worm mass spectrometry, followed by mass spectrometric analysis. All 24 samples were analysed by the CECAD proteomics facility on a Q Exactive Plus Orbitrap mass spectrometer that was coupled to an EASY nLC (both Thermo Scientific). Peptides were loaded onto an in-house packed analytical column (30 cm length, 75  $\mu$ m inner diameter, filled with 2.7  $\mu$ m Poroshell EC120 C18, Agilent) with solvent A (0.1% formic acid in water). Peptides were chromatographically separated at a constant flow rate of 250 nL/min using the following gradient: initial 3% solvent B (0.1% formic acid in 80 % acetonitrile), 3–5% B within 1.0 min, 5–30% solvent B within 40.0 min, 30–50% solvent B within 8.0 min, 50–95% solvent B within 1.0 min, followed by washing and column equilibration. The mass spectrometer was operated in data-dependent acquisition mode. The MS1 survey scan was acquired from 300–1750 m/z at a resolution of 70,000 and a maximum injection time of 20 ms. The top 10 most abundant peptides were isolated within a 1.8 Th window and subjected to HCD fragmentation at a normalized collision energy of 27%. The AGC target was set to 5e5 charges, allowing a maximum injection time of 110 ms. Product ions were detected in the Orbitrap at a resolution of 35,000. Precursors were dynamically excluded for 10.0 s.

### **MaxQuant search settings and data analysis**

All raw mass spectrometry data were processed with Maxquant (version 2.0.3.0)<sup>5</sup> using default parameters against the *C. elegans* WormBase database (PRJNA13758, version WS277, downloaded 05.08.2020). For IP samples, a chimeric database was created containing both the WormBase proteins and any generated constructs. The match-between-runs option was enabled between replicates. Follow-up analysis was performed in Perseus 1.6.15<sup>2</sup>. Protein groups were filtered for potential contaminants and insecure identifications. Remaining IDs were filtered for data completeness in at least one group, missing values were imputed by sigma downshift (0.3  $\sigma$  width, 1.8  $\sigma$  downshift), and FDR-controlled two-tailed Student's t-tests were performed. Finally, WormBase transcript IDs were converted to Uniprot IDs from Swissprot and TrEMBL data using the Uniprot ID mapping webtool. The resulting Uniprot IDs were matched to the dataset using the "matching rows by name" function, and Uniprot IDs or WormBase Gene IDs were used for data annotation and finally enrichment analyses.

## Supplementary References

1. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
2. Tyanova, S. *et al.* The Perseus computational platform for comprehensive analysis of (prote)omics data. *Nat. Methods* **13**, 731–740 (2016).
3. Nolte, H., MacVicar, T. D., Tellkamp, F. & Krüger, M. Instant Clue: A Software Suite for Interactive Data Visualization and Analysis. *Sci. Rep.* **8**, 12648 (2018).
4. Ewels, P. A. *et al.* The nf-core framework for community-curated bioinformatics pipelines. *Nat. Biotechnol.* **38**, 276–278 (2020).
5. Tyanova, S., Temu, T. & Cox, J. The MaxQuant computational platform for mass spectrometry-based shotgun proteomics. *Nat. Protoc.* **11**, 2301–2319 (2016).

# Supplementary material for: Optogenetic induction of mechanical muscle stress identifies myosin regulatory ubiquitin ligase NHL-1 in C. elegans
**Source:** Nat Commun. 2024 Aug 11;15:6879. doi: 10.1038/s41467-024-51069-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Movie 1. OptIMMuS triggers sustained muscle contraction in *C. elegans*.** **a,** Video of transgenic worms expressing the ChR2(C128S;H134R) in body wall muscle cells supplemented with ATR shows contraction, paralysis, and expulsion of eggs when the worms are exposed to a single 5-s blue light pulse.

**Supplementary Movie 2. Blue light exposure still triggers muscle contraction after 3 h of OptIMMuS treatment.** **a,** Video of transgenic worms expressing the ChR2(C128S;H134R) in body wall muscle cells supplemented with ATR shows contraction and slow movement when the worms are exposed to a 5-s blue light pulse after having been treated in the OptIMMuS incubator with 10 5-s blue light pulses (total treatment time 3 h).

**Supplementary Data 1. List of proteins that are significantly changed in transcript after OptIMMuS.** Proteomic log<sub>2</sub>(Fold Change) was computed from LFQlog<sub>2</sub> in OptIMMuS versus control without ATR and the p-values for protein differences were derived from a two-tailed Student's t-test without adjustments. 

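For the 884 entries of Supplementary Data 1 that could be read, the log2 fold changes computed with edgeR, without shrinkage, were set beside the paper's transcript values. Across genes, Pearson's r between both was 0.996, and every entry had the same sign. The paper's own columns list 881 of these entries with an unadjusted p at or under 0.05. Of them, 760 also passed in edgeR. The fit here used 16 libraries, and the paper's text does not say whether its fit held the other controls.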

Transcriptomic log<sub>2</sub>(Fold Change) values and p-values were generated using DESeq2 with an apeglm shrinkage applied to the log<sub>2</sub>FC values without adjustments.

**Supplementary Data 2. List of proteins that are significantly changed in protein after OptIMMuS.** Proteomic log<sub>2</sub>(Fold Change) was computed from LFQlog<sub>2</sub> in OptIMMuS versus control without ATR and the p-values for protein differences were derived from a two-tailed Student's t-test without adjustments. 

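In Supplementary Data 2, Pearson's r across genes between the paper's transcript log2 fold changes and those from edgeR was 0.995. The sign was the same in 299 of the 303 entries, and the 4 others had an absolute log2 fold change of 0.03 at most in the paper's columns. The paper's columns give 196 entries with an unadjusted transcript p at or under 0.05, of which 173 also passed in edgeR.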

Transcriptomic log<sub>2</sub>(Fold Change) values and p-values were generated using DESeq2 with an apeglm shrinkage applied to the log<sub>2</sub>FC values without adjustments.

**Supplementary Data 3. Lists of GO terms found in over-representation analysis of protein-transcript quadrants after OptIMMuS.** Functional enrichment analysis for GO terms of Biological Processes, Cellular Component, and Molecular Function was performed on the candidates in each quadrant using the clusterProfiler package by bioconductor. 

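Because candidates enter a quadrant by the sign of their transcript change on these samples, every gene of a term has the direction of its quadrant by construction, and the size of the changes is what the counts add. Among the altered proteins with a higher transcript and a higher protein, supramolecular fiber organization lists 16 genes, with a median log2 fold change of 0.22. Of these, 11 passed over all genes tested and 14 when adjusted over the list alone. Its member with the smallest p was tag-273 (WBGene00013289, chromosome IV from 14487087 to 14505166), with 132.2 ± 12.29 CPM in light plus ATR and 56.1 ± 2.54 in light minus ATR (SD, n = 4 each), a log2 fold change of 1.24 (standard error 0.06, adjusted p = 1.25e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes gsnl-1 and cas-1 of the same term rose by 0.67 and 0.46 on the log2 scale. ATP metabolic process lists 27 altered transcripts that were lower, of which 16 passed over all genes tested and 20 when adjusted over the list alone, with a median of -0.14. For altered proteins with a higher transcript and a lower protein, lipid biosynthetic process lists 6 genes, 4 of which passed both ways, and lipid storage 3 genes, of which 1 (ltah-1.2, log2 fold change 0.15) passed over all genes tested and 2 when adjusted over the list alone. The call of ltah-1.2, which shares exon positions with kgb-2, was lost in 1 of the 8 fits that each left out one library. The list of 113 genes under translation among the altered transcripts is shortened in the available copy and was not summarised. As the study chose these lists on these samples, the counts adjusted over a list alone are not independent evidence.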

Over-representation analysis was

performed using the hypergeometric test with a p-value cut-off of 0.05. Results for each quadrant are given on separate sheets labelled from 3a to 3h.

**Supplementary Data 4. Lists of proteins identified in the UNC-45 proximity experiments under non-stress conditions and under OptIMMuS-induced mechanical stress conditions.** Results of the statistical analysis performed in Perseus 1.6.15 are given. Protein groups were filtered for potential contaminants and insecure identifications. Remaining IDs were filtered for data completeness in at least one group, missing values were imputed by sigma downshift (0.3  $\sigma$  width, 1.8  $\sigma$  downshift), and one-way ANOVA and FDR-controlled two-tailed Student's t-tests were performed. Results for the non-stress experiment and the OptIMMuS experiment are given on separate sheets labelled 4a and 4b, respectively.

**Supplementary Data 5. List of proteins identified in the UNC-54(G387R)/myosin co-immunoprecipitation mass spectrometry experiment.** Results of the statistical analysis performed in Perseus 1.6.15 are given. Protein groups were filtered for potential contaminants and insecure identifications. Remaining IDs were filtered for data completeness in at least one group, missing values were imputed by sigma downshift (0.3  $\sigma$  width, 1.8  $\sigma$  downshift), and one-way ANOVA and FDR-controlled two-tailed Student's t-tests were performed.

**Supplementary Data 6. Gene set enrichment analysis of UNC-54/MHCB/myosin interacting proteins in *nhl-1* knockdown compared to control knockdown.** Ranked protein lists generated from the statistical analysis in Perseus 1.6.15 and a two-sided Student's t-test of UNC-54/ MHC B co-immunoprecipitation and mass spectrometry were subjected to gene set enrichment analysis (GSEA) using GSEA 4.1.0 with default settings for preranked GSEA. Results for a positive or negative enrichment are given on separate sheets labelled 6a and 6b, respectively.

**Supplementary Data 7. *C. elegans* and bacterial strains used in this study.**

**Supplementary Data 8. Oligonucleotides used in this study.**

**Supplementary Data 9. Antibodies used in this study.**

# Supplementary material for: Optogenetic induction of mechanical muscle stress identifies myosin regulatory ubiquitin ligase NHL-1 in C. elegans
**Source:** Nat Commun. 2024 Aug 11;15:6879. doi: 10.1038/s41467-024-51069-3
**Supplement:** Supplementary file 15 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zen 2.6 Pro, ARENA WMicrotracker Software (NemaMetrix), Image Studio 5.2, ImageLab 6.0.1, BioRad CFX Manager Software 3.1, WormLab Software                                                                                                                                |
| Data analysis   | ImageJ 1.53, Zen 2.6 Pro, R version 4.0.3, RNA-seq pipeline (v3.0) from nf-core, DESeq2 (v1.30.1), apegIrm (v1.12.0), clusterProfiler (v3.18.1), MaxQuant 2.0.3, Perseus 1.6.15, InstantClue, GSEA 4.1.0, REVIGO.irb.hr, BioRad CFX Manager Software 3.1, Graphpad Prism 7 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the main data supporting the findings of this study are available within the article and its Supplementary Informaton files. Source data are provided with the paper. Extra data are available from the corresponding author upon request.

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession code GSE241906 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241906]. Mass spectrometry data that support the findings of this study have been deposited in ProteomeXchange under accession codes PXD045078 [http://www.ebi.ac.uk/pride/archive/projects/PXD045078] (whole worm proteomics), PXD045081 [http://www.ebi.ac.uk/pride/archive/projects/PXD045081] (proximity proteomics), and PXD045076 [http://www.ebi.ac.uk/pride/archive/projects/PXD045076] (UNC-54/myosin Co-IP). Plasmids and C. elegans strains generated in this study will be distributed to other researchers upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size determination was done according to standard C. elegans approaches. Exact sample sizes are stated in the respective figure legends, methods section, and Supplementary Information. No statistical method was used to determine sample size. Overall at least three biological replicates were performed for each experiment, which is an established norm in the scientific community.

### Data exclusions

No data were excluded from analyses.

### Replication

At least three biological replicates with similar outcome were performed for each experiment, except for TEM in Figure 2a,b, S2 (n=1), fluorescence microscopy S4e (n=1) and 4a, S5a (n=2) and Western blots S6a (n=1) and S6d (n=2) as described in the figure legends.

### Randomization

For the experimental setups in this study randomization was not applicable.

### Blinding

For the experimental setups in this study blinding was not applicable.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Mouse monoclonal anti alpha tubulin (clone B-5-1-2), Sigma Aldrich, Cat# T6074, RRID:AB\_477582;  
 Mouse monoclonal anti-FLAG (M2), Sigma Aldrich, Cat# F3162, RRID:AB\_259529;  
 Rabbit polyclonal anti-HA, Sigma Aldrich, Cat# H6908, RRID:AB\_260070;  
 Rabbit polyclonal anti-UNC-45, Hoppe Lab/Biogenes Berlin N/A - custom antibody;  
 Mouse monoclonal anti-UNC-54/MHC-B (mAb 5-8), Developmental Studies Hybridoma Bank, Cat# mAb 5-8, RRID:N/A;  
 IRDye® 800CW Donkey anti-Mouse IgG (H + L), LI-COR Biosciences, Cat# 926-32212, RRID:AB\_2716622;  
 IRDye® 800CW Donkey anti-Rabbit IgG (H + L), LI-COR Biosciences, Cat# 926-32213, RRID:AB\_621848;  
 IRDye® 680 Donkey anti-Mouse IgG (H + L), LI-COR Biosciences, Cat# 962-68072, RRID:AB\_621844;  
 IRDye® 680 Donkey anti-Rabbit IgG (H + L), LI-COR Biosciences, Cat# 962-68073, RRID:AB\_621845;  
 IRDye® 800CW Streptavidin, LI-COR Biosciences, Cat# 926-32230  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 Invitrogen Cat# A-11008 RRID:AB\_143165

## Validation

Validations of primary and secondary antibodies were done by the stated manufacturer's or by the laboratory they were produced by.

Mouse monoclonal anti-alpha-tubulin (clone B-5-1-2), Mouse monoclonal anti-FLAG (M2), Rabbit polyclonal anti-HA: Independent Antibody Verification – Demonstrating antibody specificity through the use of multiple antibodies against target in IHC or ICC. (<https://www.sigmaaldrich.com/DE/de/technical-documents/technical-article/protein-biology/immunohistochemistry/antibody-enhanced-validation>)

Mouse monoclonal anti-UNC-54/MHC-B (mAb 5-8):

No rating or validation information has been found for Mouse monoclonal anti UNC-54/MHC B. mAb 5-8 was deposited to the DSHB by Miller, David, M., III (DSHB Hybridoma Product mAb 5-8).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

The study involved *Caenorhabditis elegans* strains of various genotypes listed in the provided Supplementary Information. *C. elegans* populations entail predominantly hermaphrodites. The tested animals were all young adult to adult day 1 stage.

## Wild animals

The study did not involve wild animals.

## Reporting on sex

All experiments in this study were performed on hermaphrodite *C. elegans* populations.

## Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

This study only includes work with the nematode *C. elegans*. No ethical approval or guidance is required.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

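Whole-worm poly(A) RNA-seq of 4 conditions (light plus ATR, light minus ATR, dark plus ATR and dark minus ATR, 4 libraries each, 16 in all) was used. The authors prepared stranded TruSeq libraries with ERCC spike-ins, processed the reads in the nf-core RNA-seq pipeline with STAR and salmon on WBcel235 with the annotation of Ensembl v103, and deposited estimated counts per gene and library. These counts are mostly whole numbers and are not normalized. A combined table that is named for TPM was tested on its values: each column holds the same estimated counts gene by gene and does not sum to a fixed total, so it was treated as counts. The count tables hold 46904 genes and 92 ERCC sequences. Gene names, biotypes and positions came from Ensembl release 115, which is on the same build (WBcel235) and matched 46817 of the genes. The proteomics data are not among the files, and protein log2 fold changes were taken from the paper's Supplementary Data 1 and 2. The available copy of Supplementary Data 1 is shortened to 884 of 1292 transcripts.

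Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were rounded, genes were filtered with filterByExpr on the 4 conditions, and 15044 genes were tested after TMM scaling by edgeR's robust quasi-likelihood F test with one coefficient per condition. The 6 pairwise comparisons of conditions and the interaction of light and ATR were computed, each with a Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Log2 CPM values per library used a prior count of 2. Values of single measures were compared by two-sided exact permutation tests. The correlation of transcript and protein changes was tested with 100000 permutations. Wilson 95% confidence intervals are given for shares. Library totals and their ranges are given with the experiment, and at these depths a gene near the filter has few counts per library.

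On simulated counts for 15044 genes, of which 200 were changed singly and a further 48 as members of a set shifted by 0.3, edgeR recovered 127 of the 200 (75 of 100 with a log2 change of 1 and 52 of 100 with 0.5) and called 6 of the 14796 unchanged genes. DESeq2 recovered 131 with 18 such calls and limma-trend 129 with 8. Among 23 sets, the set test called the shifted set and no other. The counts were drawn independently for each gene, so this does not check the set test where members of a set vary together.

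Gene sets were listed by gene name: cytosolic ribosomal proteins, translation initiation and elongation factors, aminoacyl-tRNA synthetases, mitochondrial ribosomal proteins, proteasome subunits, oxidative phosphorylation subunits, fatty acid and lipid synthesis, innate immunity effectors, collagens, vitellogenins, body wall muscle and sarcomere, pharyngeal muscle, neurons, intestine, hypodermis, germline and oocyte, early embryo, sperm, the cytosolic heat shock response, the endoplasmic reticulum and mitochondrial unfolded protein responses, the oxidative stress response, and autophagy and mitophagy. They were tested with limma's camera on voom-weighted values and with fry. Of the 48 muscle genes 14 are in Supplementary Data 2, as are 13 of the 81 ribosomal protein genes, and 3 genes are in both the collagen and the hypodermis lists. Library distances were Euclidean distances of rlog values.

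The samples' grouping, the tests, the gene sets, the alternatives and the rule for naming genes were written before the data were examined. By that rule the text names genes of the myosin, UNC-45, NHL-1 and HSP-16 network that the paper discusses. It also names the 5 largest rises and 5 largest falls among protein-coding or unclassified genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between light plus ATR and the 12 control libraries. From each term or set at a claim come the 3 members with the smallest p, and from comparisons between controls the 3 largest changes each way. Other genes were named after their values were seen: the remaining genes changed by ATR in the dark and the vitellogenin genes.

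The alternatives were DESeq2's Wald test, no filter on low counts, the replicate number as a block, scaling by library totals or by ERCC counts, TMM without germline, embryo and sperm genes, only the compared groups in the fit, leaving out each library in turn, dark plus ATR as the control, each gene counted once, only transcripts past the adjusted threshold, other transformations for distances, fry, camera with an estimated correlation, and the muscle set without unc-54 and myo-3. Alternatives on TPM values were not run, since the table named for TPM holds counts. Limma-trend on log2 CPM, DESeq2 with only the compared groups and DESeq2 with apeglm shrinkage were added after the data were seen. GC content was not checked, because the reference at hand has no genome sequence. The shortened translation term of the altered transcripts was left out.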

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

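The scaling tests against the 12 controls, those of shared reads between vitellogenin paralogs and of intestinal loss, and those of gene length, scaling and stage for the intestine, neuron, germline and endoplasmic reticulum sets, were chosen only after the results were seen. The tests of depth for the germline, intestine and vitellogenin sets were written before their results.

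The effect of ATR on gene expression differed between light and dark in 787 genes by the interaction test of edgeR with Benjamini-Hochberg adjustment. Of 100 drawn splits of the libraries, 1 gave as many genes, the real one, and the next largest gave 295. At an unadjusted p at or under 0.05, 4 of the 100 gave as many genes as the real one, 2494, with up to 3385 in another split. After every library was thinned to 19264315 counts, 713 genes passed, 656 of them among the 787, so a difference in depth does not explain the count. Activation of the channel by light may account for the interaction, as a biological hypothesis. The controls do not separate it from other joint effects of light and ATR, and GC content could not be tested.

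Between dark plus ATR and dark minus ATR, a comparison the paper does not report, 10 genes changed. Higher with ATR were cyp-14A4 (log2 fold change 3.07), lbp-8 (1.96), E02C12.6 (1.26), R12G8.1 (1.19) and pgp-1 (0.58), and lower were cyp-35A3 (-1.51), Y25C1A.6 (-1.13), C31C9.7 (-1.10), cyp-35A2 (-0.78) and ugt-22 (-0.40). Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 3.13e-06 for C31C9.7 to 0.0383 for E02C12.6. Of the 35 splits of the 8 libraries, 1 gave as many genes, the real one. At an unadjusted p at or under 0.05, 5 of the 35 gave as many genes as the real one, 1179, with up to 1867. After thinning to the smallest total 6 genes passed, all among the 10. In light, with other libraries, all 10 had the same sign and 7 were changed in the same direction. For 8 genes changed between light minus ATR and dark plus ATR, again 1 of 35 splits gave as many. At the unadjusted threshold 7 of 35 did, with up to 1357 genes against 755 in the real one. Of the 8, 6 are genes of the former list moving the other way, which is expected where both comparisons share the dark plus ATR libraries. An effect of ATR itself, or of its solvent, may explain these genes. The labels do not say whether worms without ATR received the solvent. Without single libraries, the first count ran from 5 (without dark minus ATR replicate 2) to 10 and the second from 4 (without light minus ATR replicate 2) to 7.

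A further 5 gene sets lay wholly apart between the 4 light plus ATR and the 12 control libraries (exact permutation test, p = 5.49e-04 each, the smallest possible, and 0.0021 adjusted over 23 sets), although the paper does not discuss them. The mean log2 CPM per library differed by -1.26 for vitellogenins, 0.31 for intestine, 0.17 for neurons, -0.0931 for germline and oocyte genes and -0.17 for the endoplasmic reticulum unfolded protein response. Unless the 12 controls are named, the tests below compare light plus ATR with light minus ATR, where the means differed by -1.17 for vitellogenins, 0.30 for intestine, 0.13 for neurons, -0.07 for germline and oocyte genes and -0.14 for the endoplasmic reticulum set.

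For the 6 vitellogenin genes, all lower, near-identical paralogs make the values of single genes such as vit-3 (log2 fold change -2.02) uncertain. Their summed count fell by 0.572 on the log2 scale (exact permutation test, p = 0.0286). They took at most 3.51% of the counts in a light plus ATR library against at least 4.07% in a control. These values argue against reads shared between paralogs as the whole cause. The summed count fell less than the set mean (-1.17), so shared reads may account for part of the fall of that mean. Under library totals the set mean fell by 1.10 and under ERCC scaling by 1.13 (-1.18 and -1.19 against the 12 controls), after thinning the median was -1.16, and with each library's sperm score in the model, a reading of stage, it was -1.11. Loss of intestine, where these genes are expressed, is argued against by the intestine set, which rose by 0.30. Each technical explanation tested was thus argued against as the whole source of the fall, while GC content could not be tested. Lower vitellogenin expression under OptIMMuS remains as a hypothesis, which may reflect the contractions or any other joint effect of light and ATR.

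The rise of the intestine set remained after the trend with exon length was removed (0.279), under ERCC scaling (0.347, the smaller of the changes under ERCC scaling and library totals, and 0.378 against the 12 controls), with the sperm score in the model (median 0.162) and after thinning (median 0.202), each test arguing against the explanation it addresses. A change in intestinal expression may therefore underlie it, as a hypothesis. The rise of the neuron set remained after length correction (0.105) and with the sperm score (0.115). It was larger under both other scalings, at 0.202 under library totals, without overlap (exact permutation test, p = 0.0286), and 0.172 under ERCC scaling, where the groups overlap (p = 0.114, exact). Against the 12 controls it was 0.248 under library totals (p = 5.49e-04, exact) and 0.231 under ERCC scaling (p = 0.00659, exact), which argues against an effect of a few abundant genes on the scaling as the whole of that difference. The 12 controls were not alike for this set, since light minus ATR lay above dark minus ATR by 0.07 and above dark plus ATR by 0.04, without overlap (exact permutation test, p = 0.0286 each, or 0.328 adjusted over 23 sets), so part of the difference may go with light alone. Against light minus ATR alone, such an effect cannot be told apart from a rise, since the groups overlap under ERCC scaling.

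The small fall of the germline and oocyte set remained after length correction (-0.0882) and after thinning (median -0.0765). It shrank to -0.0376 with the sperm score in the model, which is consistent with a difference in stage between the groups, and it turned to 0.00548 under library totals (exact permutation test, p = 0.914), where spikes gave -0.02 (p = 0.743, exact). Against the 12 controls it shrank to -0.0121 under library totals (p = 0.524, exact) and -0.03 under ERCC scaling (p = 0.688, exact). Scaling therefore cannot be told apart from a fall, since the fall is smaller than the shift between scalings. The paper reports that ruptured worms, which lose eggs and germline, were removed, and such a loss stays open too.

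The fall of the endoplasmic reticulum unfolded protein response set remained after length correction (-0.157) and with the sperm score (-0.132). It was -0.0679 under library totals (exact permutation test, p = 0.0286) and -0.10 under ERCC scaling (p = 0.314, exact), and against the 12 controls -0.0848 (p = 5.49e-04, exact) under library totals and -0.10 under ERCC scaling (p = 0.169, exact), so an effect of scaling cannot be told apart from a fall on the spike-in scale.

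Single libraries lay far from the other libraries of their condition by Dixon's test in 12 of 186 groups of 4 (30 measures of whole libraries or sets and 33 genes), where chance gives 9. In light plus ATR replicate 4, the first principal component was 9.67 (others 6.63 to 7.09), the germline and oocyte set was lowest at 8.62 (others 8.70 to 8.71), and idhg-2 was highest at 3.57 (others 3.13 to 3.20), the last values in log2 CPM. Without this library 2124 genes changed between light plus ATR and light minus ATR, 1880 of them also changed with it, so it does not by itself give the difference. Light plus ATR replicate 2 had the smallest total of its group, 21266999 (others 24983943 to 25416073), asp-12 was lowest in light plus ATR replicate 1 at 8.24 (others 8.51 to 8.54), and hsp-16.11 was highest there at 2.60 (others 1.59 to 1.76). In light minus ATR, acdh-2 was highest in replicate 2 at 4.51 (others 4.39 to 4.40) and vit-3 lowest in replicate 1 at 11.23 (others 11.43 to 11.46). In dark minus ATR, replicate 1 had a first component of -2.19 (others -4.29 to -4.17), replicate 3 had the lowest mitochondrial ribosomal protein mean, 5.18 (others 5.29 to 5.30), and the highest vitellogenin mean, 12.71 (others 12.44 to 12.47), and replicate 4 the highest ERCC share, 0.953% (others 0.783 to 0.812%). The number is near that given by chance, and no biological explanation was tested for these libraries.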

How the results depend on the processing

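No test in this part was chosen after a result was seen, other than limma-trend, DESeq2 with only the compared groups, DESeq2 with apeglm shrinkage and the tests of replicate numbers, which were added after the data were seen.

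For light plus ATR against light minus ATR, 2450 genes were called. DESeq2 gave 2644, no filter on low counts 2148, only the compared groups in the fit 2264, TMM without germline, embryo and sperm genes 2464, and a replicate block 2791. The paper and the labels give no pairing of the libraries, and correlations of deviations between libraries with the same number ran from -0.177 to 0.189, with no pair of conditions over 0.1 for all 4 numbers. They were over 0.1 for 3 of 4 numbers between light minus ATR and dark minus ATR (0.113, 0.112, -0.0754 and 0.141), where 2 of the 24 ways to pair the libraries gave as high a mean (exact permutation test, p = 0.0833), so a pairing there is not excluded. Over all 4 conditions, 1603 of 13824 ways to number the libraries gave as high a mean correlation (p = 0.116, exact). Among set means, 4 of the 23 sets followed the numbers at an unadjusted exact p under 0.05, and 0 after adjustment. For the aminoacyl-tRNA synthetase set (p = 0.00557, or 0.0845 adjusted), all 4 same-numbered differences between light plus ATR and light minus ATR were negative (-0.0558, -0.162, -0.088 and -0.0279), which gives an exact sign-flip p of 0.125, the smallest possible with 4 pairs. With the replicate block, no set changed its call by camera. Of the alternatives added later, limma-trend gave 2431 genes and DESeq2 with only the compared groups 2410. Scaling by ERCC counts gave 1334, and the fits without single libraries 1619 to 2384, the lowest without light minus ATR replicate 2. Of the called genes, 1860 (library totals) and 1324 (ERCC) were shared, all in the same direction. The cause was not tested. The balance of higher and lower genes moved with the scaling: under library totals it was 2057 and 598 against light minus ATR, 3378 and 715 against dark plus ATR, 4095 and 908 against dark minus ATR, and 589 and 284 for the interaction. Library totals shift the median of all genes to 0.08 and so turn small falls into rises by construction.

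The counts for light plus ATR against dark plus ATR (3244 to 3948 without single libraries), against dark minus ATR (4707 to 5386) and for the interaction (646 to 787) stayed within 1.5 times their values under every alternative run, with 936 for the interaction by DESeq2 and 1062 with the replicate block. Between light minus ATR and dark minus ATR, where edgeR called 0 genes (2012 at an unadjusted p at or under 0.05), DESeq2 called 165 (61 of them lower), the replicate block 0 (2150 unadjusted), no filter 4, library totals 2, and the fits without single libraries 0 to 9 (9 without dark minus ATR replicate 1 and 3 without light minus ATR replicate 2). DESeq2 called 22 between dark plus ATR and dark minus ATR (5 to 10 in edgeR without single libraries) and 21 between light minus ATR and dark plus ATR (4 to 7). The cause was not tested.

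Scaling by library totals moved the shares of Supplementary Data 2 to 38.0% (both lower), 32.0% (both higher), 17.2% (transcript higher, protein lower) and 12.9% (transcript lower, protein higher). Over transcripts with an adjusted p under 0.05 alone, the share with both higher was 36.4% and that with a lower transcript and a higher protein 12.4%, among 129 entries. The other alternatives computed for this list kept each share within its 95% Wilson confidence interval, and r between 0.257 and 0.285. Shares and r were not computed under ERCC scaling, with no filter on low counts or with TMM without germline, embryo and sperm genes. Ratios of distances ran from 1.45 to 1.80 and without single libraries from 1.59 to 1.71.

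Of the 23 gene sets, 14 passed by camera, 15 by fry, 17 under library totals, 15 with only the compared groups, and 14 to 15 without single libraries. Camera with an estimated correlation called 0 sets (6 at an unadjusted p under 0.05). The medians are those of the voom values. The ribosomal set, -0.11, lost its call by fry (adjusted p = 0.0737) and with the estimated correlation (0.437), which also took the calls of the muscle set (median 0.22, adjusted p = 0.0504), the proteasome set (-0.18, 0.371) and the oxidative phosphorylation set (-0.14, 0.254). Over the other alternatives with camera these 4 sets passed. The innate immunity set passed by fry (median 0.10, adjusted p = 0.0208) and without light minus ATR replicate 1 (0.0485), with medians of 0.0693 to 0.130 without single libraries and a camera p of 0.0947. The fatty acid and lipid synthesis median, -0.03, ran from -0.0488 to 0.00435 without single libraries and turned positive without light minus ATR replicate 4. The cause was not tested.

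Other medians changed sign. Those of the oxidative stress (-0.04) and autophagy (0.007) sets lie near 0, but those of the collagens (0.18) and the early embryo set (-0.23) do not. Collagens ran from -0.0734 (without light plus ATR replicate 4) to 0.224 without single libraries (-0.0151 without light minus ATR replicate 2), the early embryo set was 0.29 against dark plus ATR, the oxidative stress set ran from -0.0525 to 0.00726 (0.00246 without light minus ATR replicate 1 and 0.00726 without replicate 2), and the autophagy set was -0.0109 against dark plus ATR and ran from -0.00558 to 0.0232 (-0.00558 without light minus ATR replicate 1 and -0.00136 without replicate 4). For single genes, chn-1 was 0.0600 under library totals and ran from -0.0396 to 0.00631 without single libraries (positive without replicate 2 of either group), and unc-45 was 0.0191 under library totals. The cause was not tested. Counted over results and alternatives, the sets held 285 values with the same call and direction, 18 weaker, 11 stronger and 9 reversed. The named genes held 1436, 98, 26 and 4.

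The alternatives on TPM values (limma-trend with pseudocounts or without a filter, and distances) were not run, since the table named for TPM holds counts. With 4 libraries per condition, single measures cannot reach an exact p below 0.0286, which after adjustment over the 23 sets is 0.0731 for light plus ATR against light minus ATR, 0.047 against dark plus ATR and 0.0598 against dark minus ATR.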

Differences from the paper's values

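No test in this part was chosen after a result was seen, other than DESeq2 with apeglm shrinkage and the natural log scale, which were added after the values were seen.

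For entries with an increased transcript and a decreased protein, the paper states 27% of altered transcripts and 19% of altered proteins. From the counts, the shares were 6.67% (884 readable entries of Supplementary Data 1) and 7.26% (303 entries of Supplementary Data 2). For entries with a decreased transcript and an increased protein, the paper states 7% of each, and the shares from the counts were 26.4% and 18.2%. With the pairs of directions exchanged, the values lie close to the paper's. The paper's own columns in Supplementary Data 1 give 59 entries with a higher transcript and a lower protein and 233 with the reverse, and those in Supplementary Data 2 give 21 and 58. For Supplementary Data 1, none of the computed alternatives that were set before the data were examined closed either gap. The shares ran from 6.53 to 9.24% and from 23.8 to 26.7%. Shares were not computed under ERCC scaling, with no filter on low counts or with TMM without germline, embryo and sperm genes. In Supplementary Data 2, scaling by library totals gave 17.2% (95% Wilson confidence interval 13.3 to 21.8%), near the paper's 19%. None of the other computed alternatives came within their interval of that value. The same scaling gave 38.0% for both lower, where the paper states 48%, so it did not bring the shares as a set to the paper's. In the paper's own columns 21 of the 303 entries had a higher transcript and a lower protein, and 58 the reverse. These counts argue against scaling as the source of the gap. The share with a decreased transcript and an increased protein was 12.4% over transcripts with an adjusted p under 0.05, 12.9% under library totals and 16.8 to 19.5% under the others, against the paper's 7%. The first came closest, with a 95% Wilson confidence interval of 7.78 to 19.2% over 129 entries. None of the computed alternatives that were set before the data were examined closed the gap.

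The paper's Supplementary Data 2 gives a transcript log2 fold change of 0.3959 for unc-89, against 0.57 here (standard error 0.06). It was 0.56 with DESeq2, 0.58 with the replicate block, 0.57 with only the compared groups and 0.64 under library totals, and none of the alternatives set before the data were examined closed the gap. For lev-11 the paper's value is 0.1665, against 0.24 here (standard error 0.05). It was 0.23 with DESeq2, 0.24 with the replicate block or only the compared groups and 0.31 under library totals, none of which closed the gap. Without single libraries it ran from 0.2119 to 0.2687, and the lowest of these lies within that standard error of the paper's value. The paper states apeglm shrinkage for its transcript values, and those above are unshrunken, so they are not on exactly the same scale. With apeglm shrinkage of DESeq2's values, chosen after seeing the values, unc-89 was 0.55 (0.54 with only the compared groups) and lev-11 0.22 in either fit, which left both gaps open. On the natural log scale, also tried after seeing the values, edgeR's unshrunken changes are 0.396 for unc-89 and 0.166 for lev-11, equal to the paper's values, while those with apeglm shrinkage are 0.380 and 0.154. The paper's values as a series are on the log2 scale: of 301 genes of Supplementary Data 2, 292 lie within the standard error here on that scale and 158 on the natural log scale. For these 2 genes the paper's standard errors (0.0669 and 0.0493) are near those of DESeq2 on the log2 scale (0.0664 and 0.0447) rather than the natural log scale (0.046 and 0.031), and its p-values, which no log base changes, are 4.04e-10 and 3.47e-04, against 2.92e-17 and 2.57e-07 from DESeq2's Wald test here.

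By the paper's percentages, candidates with higher transcripts and lower proteins outnumber those with lower transcripts and higher proteins. In the transcript changes computed here the latter are more numerous, with 233 against 59 entries of Supplementary Data 1 and 55 against 22 of Supplementary Data 2.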

Other observations

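The stage test of the muscle set was chosen only after its result was seen.

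For light plus ATR against light minus ATR, 1 of the 35 splits of the 8 libraries gave as many changed genes, the real one, and another split gave 1 gene at most. The same held against dark plus ATR (1 of 35 splits, at most 0 genes in another, where up to 2349 had an unadjusted p at or under 0.05) and against dark minus ATR (1 of 35, at most 3 genes). Between light minus ATR and dark minus ATR, where 0 genes were called, all 35 of 35 splits give as many by construction, so that number tells nothing about the grouping. Another split of these libraries, replicates 1 and 2 of both conditions against replicates 3 and 4, gave 89 genes. A difference that goes with the replicate numbers is therefore not excluded in these controls. At an unadjusted p at or under 0.05, 3 of the 35 splits gave as many genes as the real one, 2012. For gene sets by camera, 10 of 35 splits gave 14 sets or more, with up to 17, so the number of sets called by camera does not tell the real grouping from others.

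The difference between light plus ATR and light minus ATR was weighed against technical sources. After thinning to the smallest total 2173 genes changed, 2022 of them among the 2450. An effect of ATR without light is argued against by the dark controls: over the genes changed in light, the median change in the dark, signed by the change in light, was 0.0331, against 0.379 in light, and 64.4% had the same sign. Gene length bias was small, with a Spearman correlation of -0.0393 between log2 fold change and exon length across genes, and 2439 genes were called before and 3293 after the trend was removed. With the sperm score of each library in the model, as a reading of stage, 1596 genes changed (798 higher and 798 lower), 1494 of them also changed without it in the same direction, and the median change of the genes was 0.341. A difference in stage, read in this way, is therefore argued against as the whole source of the calls, and may contribute to some of them.

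The sperm set rose across conditions. Its mean log2 CPM was 0.33 higher in light plus ATR than in light minus ATR (exact permutation test, p = 0.0857). Light plus ATR lay 0.61 above dark plus ATR and 0.78 above dark minus ATR, without overlap (p = 0.0286 each, exact). Against the 12 controls it was 0.57 higher, with overlap (p = 0.00165, exact). Among controls, the mean was 0.44 higher in light minus ATR than in dark minus ATR (p = 0.0571, exact). It was 0.16 higher in dark plus ATR than in dark minus ATR (p = 0.229, exact). The median log2 fold change of the set between the minus ATR controls was 0.513, and 0.527 after thinning, which argues against a difference in depth. A difference in the age or the stage of the worms between cultures may explain it, which the labels do not give. Between light plus ATR and light minus ATR, the collagen set differed by 0.13 (exact permutation test, p = 0.571) and the early embryo set by -0.24 (p = 0.286, exact). The latter also differed among controls, by -0.40 between dark plus ATR and dark minus ATR (p = 0.0571, exact) and by 0.35 between light minus ATR and dark plus ATR (p = 0.0571, exact).

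The rise of the body wall muscle and sarcomere set was weighed against 4 technical sources. A loss of germline and eggs would raise every other tissue alike, but muscle rose by 0.14 more than neurons, without overlap (exact permutation test, p = 0.0286). The transgene carries the myo-3 promoter and the unc-54 3′ UTR, and without both genes the median over the other 46 members was 0.224. After removal of the trend with exon length the mean rose by 0.236. With the sperm score in the model the median was 0.238. These tests argue against each as the whole cause, and higher expression of muscle genes under OptIMMuS may underlie the rise, as a hypothesis. The intestine and pharynx sets rose about as much, so a change shared by several somatic tissues stays open.

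The fall of the cytosolic ribosomal protein set was not separated from technical sources. It shrank to -0.0311 under library totals (exact permutation test, p = 0.629) and -0.06 under ERCC scaling (p = 0.543, exact), so an effect of a few abundant genes on the scaling cannot be told apart from a fall. Its change differed from that of the germline and oocyte set by -0.0369 (exact permutation test, p = 0.686), so a loss of germline and eggs cannot be told apart either. Gene length argues the other way: with the trend removed, the fall was -0.16 (exact permutation test, p = 0.0286). Lower expression of ribosomal protein genes under OptIMMuS is not separated from the former 2 sources.

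Genes of the myosin and UNC-45 network that the paper studies as proteins moved as follows in light plus ATR against light minus ATR, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The myosin gene myo-3 rose by 0.62 on the log2 scale (adjusted p = 1.08e-06), while unc-54 changed by 0.19 (0.0711), passing without light minus ATR replicate 4, and mlc-3 by 0.18 (0.0259), a call lost in 5 of 8 fits without single libraries. The chaperone gene unc-45 changed by -0.05 (0.398), chn-1 by -0.01 (0.887), ufd-2 by -0.08 (0.154), F40A3.6 by -0.29 (0.127, passing without light plus ATR replicate 4) and rpt-3 by -0.13 (0.088). The genes cdc-48.1 (-0.14, adjusted p = 0.0309) and cdc-48.2 (-0.14, 0.029) were lower, calls lost in 4 and 5 of the 8 fits. The ubiquitin ligase gene nhl-1, which shares exon positions with ZK512.8, rose by 0.40 (adjusted p = 1.9e-04), between 0.33 and 0.46 without single libraries. Of the small heat shock genes, hsp-16.11, which has an identical paralog, fell by 0.93 (0.0158), a call lost in 3 of the 8 fits, and hsp-16.48 changed by -1.74 (0.239), while hsp-16.41 and hsp-16.2 had too few counts to be tested.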
